# The Cross-Regulation Between Set1, Clr4, and Lsd1/2 in *Schizosaccharomyces pombe*

**DOI:** 10.1371/journal.pgen.1011107

**Published:** 2024-01-05

**Authors:** Haoran Liu, Bahjat Fadi Marayati, David de la Cerda, Brendan Matthew Lemezis, Jieyu Gao, Qianqian Song, Minghan Chen, Ke Zhang Reid

## Abstract

Eukaryotic chromatin is organized into either silenced heterochromatin or relaxed euchromatin regions, which controls the accessibility of transcriptional machinery and thus regulates gene expression. In fission yeast, *Schizosaccharomyces pombe*, Set1 is the sole H3K4 methyltransferase and is mainly enriched at the promoters of actively transcribed genes. In contrast, Clr4 methyltransferase initiates H3K9 methylation, which has long been regarded as a hallmark of heterochromatic silencing. Lsd1 and Lsd2 are two highly conserved H3K4 and H3K9 demethylases. As these histone-modifying enzymes perform critical roles in maintaining histone methylation patterns and, consequently, gene expression profiles, cross-regulations among these enzymes are part of the complex regulatory networks. Thus, elucidating the mechanisms that govern their signaling and mutual regulations remains crucial. Here, we demonstrated that C-terminal truncation mutants, *lsd1-ΔHMG* and *lsd2-ΔC*, do not compromise the integrity of the Lsd1/2 complex but impair their chromatin-binding capacity at the promoter region of target genomic loci. We identified protein-protein interactions between Lsd1/2 and Raf2 or Swd2, which are the subunits of the Clr4 complex (CLRC) and Set1-associated complex (COMPASS), respectively. We showed that Clr4 and Set1 modulate the protein levels of Lsd1 and Lsd2 in opposite ways through the ubiquitin-proteasome-dependent pathway. During heat stress, the protein levels of Lsd1 and Lsd2 are upregulated in a Set1-dependent manner. The increase in protein levels is crucial for differential gene expression under stress conditions. Together, our results support a cross-regulatory model by which Set1 and Clr4 methyltransferases control the protein levels of Lsd1/2 demethylases to shape the dynamic chromatin landscape.

## Author summary

Histone-modifying enzymes make covalent modifications to histones. These modifications act like chemical tags that can either tighten or loosen the DNA structure, affecting whether genes are turned on or off. In fission yeast, Set1 methylates histone H3 lysine 4, which marks loosely packed DNA and is associated with gene activation; while Clr4 methylates histone H3 lysine 9, which represents a hallmark of the tightly packed DNA and is associated with gene silencing. Here, we show a regulatory relationship between these two enzymes and with two lysine-specific demethylases (Lsd1/2), which can remove the methyl tags added by Clr4 and Set1. Clr4 and Set1 have opposite effects on Lsd1 and Lsd2 protein levels. Clr4 reduces the levels of Lsd1/2, while Set1 promotes their stability. This control over the levels of Lsd1/2 is achieved through the ubiquitin-proteasome-dependent pathway. By studying these interactions, we have uncovered a novel regulatory mechanism that helps fission yeast maintain a balanced level of these active/repressive histone-modifying enzymes. Understanding these intricate regulatory networks offers important insights into gene control and enhances our comprehension of the complex interactions within cells.

## Introduction

The compartmentalization of eukaryotic genomes inside the nucleus presents a complex packaging paradigm whereby DNA is wrapped around histones, forming nucleosomes, and further packaged into higher-order chromatin [1–6]. Chromatin is organized into either closed (silenced) heterochromatin or open (active) euchromatin domains, which control the accessibility of the transcriptional machinery and, hence, regulate gene expression [7,8]. Histones, including the H3, H4, H2A, and H2B subunits, form the core particle of the nucleosome [1,9–11]. The N-terminal tails of histones are post-translationally modified by various covalent modifications such as methylation, acetylation, and phosphorylation [12–14]. Histone-modifying enzymes that add or remove these modifications regulate the dynamic landscape of chromatin [14–20]. One of the most well-studied post-translational histone modifications is the methylation of multiple lysine (K) residues on histones H3 and H4 [21,22]. Even though the methylation of different histone lysine residues may appear chemically similar, the functional consequences of these methylations are complex and associated with distinct chromatin organization [23]. For example, methylation of histone H3 lysine 9 (H3K9me) is globally associated with heterochromatin and gene silencing, while the methylation of histone H3 lysine 4 (H3K4me) is an indication of euchromatin and active gene expression [24,25]. Therefore, the proper regulation and turnover of histone-modifying enzymes play essential roles in gene expression, genome stability, and cell fate determination [26–28]. The cross-regulation between these enzymes ensures that their activities are fine-tuned and produces a flexible regulatory circuit that achieves cellular homeostasis. Dysregulation of histone modifiers can lead to profound deviations from normal physiological conditions. Specifically, the mis-regulation of these modifiers has been implicated in the pathogenesis of chronic neurological disorders and cancer [23].

Controlled protein degradation is vital for the maintenance of protein homeostasis [29,30]. The ubiquitin-proteasome system (UPS) is the major proteolytic system in eukaryotes that marks proteins with a 76-amino acid molecule: ubiquitin [31]. This degradation pathway is mediated by a multi-step cascade reaction encompassing E1, E2, and E3 enzymes [32–35]. Specifically, the E1 enzymes activate ubiquitin utilizing ATP hydrolysis and transfer it to E2 [36–38]. The E2 enzymes continue to pass the activated ubiquitin to the substrates through interactions with the E3 ligases [37–41]. Compared with E1 and E2, E3 ligases take on more responsibility to recognize the substrates and ensure the ubiquitination of the correct proteins [42,43]. The target proteins are shuttled to the proteasome, which catalyzes the cleavage of the proteins to amino acids and small peptides that can be recycled for new protein synthesis [39,44,45]. Previous studies have observed that about 43% of the methylation sites of proteins in budding yeast, *Saccharomyces cerevisiae* (*S*. *cerevisiae*), could be potential target sites for ubiquitination [46], which indicates the possibility of protein methylation competing with ubiquitination to protect proteins from degradation.

In fission yeast, *Schizosaccharomyces pombe* (*S*. *pombe*), Set1 is the sole catalytic unit of macromolecular complex called COMPASS (Complex Associated with Set1) [47,48]. Set1 is responsible for mono-, di- and tri-methylation on H3K4 and is often recruited to the 5′ end near the transcriptional start site (TSS) of actively transcribed genes and associates with transcription elongation machinery [49–52]. Notably, the H3K4 methylation is stimulated by the upstream ubiquitination of H2B K119, which is achieved by HULC (Histone H2B Ubiquitin Ligase Complex) [53,54]. The ubiquitination of H2B leads to a conformational change in COMPASS, thereby promoting the catalytic activity of Set1 by inhibiting the blockage of catalytic modules [55–59].

In *S*. *pombe*, the sole H3K9 methyltransferase, Clr4, initiates H3K9 methylation to silence heterochromatin [60,61]. Clr4 forms a protein complex named CLRC (Clr4 methyltransferase Complex), and all components are required for heterochromatin silencing [62,63]. The SET (Su(var)3-9, Enhancer-of-zeste and Trithorax) domain of Clr4 allows it to mediate the “writing” mechanism for heterochromatin assembly at pericentromeric repeats, sub-telomeric regions, and the mating type locus [60,63]. The chromodomain of Clr4 recognizes and binds to methylated H3K9 and promotes the maintenance and spreading of heterochromatin across large chromatin domains [63]. Heterochromatin is usually correlated with transcriptional or post-transcriptional gene silencing, which limits the accessibility of RNA polymerase and restricts the accumulation of heterochromatic transcripts, respectively [64,65]. Loss of Clr4 leads to the loss of heterochromatin and causes severe gene silencing defects [66].

Histone methylation marks are reversible due to the existence of histone demethylases. LSD1/KDM1a was the first identified member of the FAD (flavin adenine dinucleotide)-dependent histone demethylase family in the mammalian system [67,68]. It is a highly conserved mono- and di-methylated H3K4/H3K9 demethylase, which can function as a transcriptional repressor when it removes the methyl groups from H3K4 or a gene activator when it removes the methyl groups from H3K9 in association with the androgen receptor [69]. LSD2/KDM1b, the mammalian paralog of LSD1/KDM1a, mainly targets H3K4 for demethylation [70,71]. In fission yeast, Lsd1 forms a complex with its paralog Lsd2, and two plant homeodomain (PHD) finger proteins, Phf1 and Phf2 [72–74]. This complex, known as Lsd1/2, SWIRM1/2, or SAPHIRE complex, localizes specifically at heterochromatic loci and the transcription start sites of actively transcribed genes, which indicates its dynamic role in regulating gene expression [75]. Lsd1/2 complex also maintains the boundary between euchromatin and heterochromatin at the telomeres, presumably by differentially removing methylation marks from histone H3K9 and/or H3K4 [76]. The revelation of the Lsd1/2 complex prompts us to delve into the noncatalytic functions of both Lsd1 and Lsd2 and the roles of the proteins they are linked with. Nevertheless, the precise architecture of the Lsd1/2 complex remains to be determined.

The protein abundance and activity of Lsd1 and Lsd2 are governed by a large and complicated regulation network [77]. However, the exact mechanism by which Lsd1/2 undergoes protein degradation remains unclear. Cul4, containing the highly conserved Cullin domain, plays an essential role in assembling the muti-subunit Cullin-RING E3 ubiquitin ligase (CRL) complexes [78,79]. In human cells, CUL4A and CUL4B interact with an adaptor protein DDB1(DNA damage binding protein 1) and their associated factor DDB2 to promote ubiquitination on histones [80–82]. In *S*. *pombe*, Cdt2 is the Ddb1-and Cul4-associated factor, and the function of the Cul4-Ddb1^Cdt2^ complex has also been reported in protein degradation [83,84]. For example, the degradation of ribonucleotide reductase inhibitor protein, Spd1, requires the Cul4-Ddb1^Cdt2^ complex, which is crucial for genome stability and cell differentiation into meiosis [85,86]. Additionally, Cul4-Ddb1^Cdt2^ directly recognizes Epe1, an anti-silencing factor and a potential H3K9 demethylase, to promote its polyubiquitination and degradation [87]. Cul4 is also part of CLRC and functionally correlates with two other components in CLRC: the WD-40 protein, Raf1; and the β-propeller protein, Rik1 [41,88]. Cul4-Rik1-Raf1 structurally resembles Cul4-Ddb1^Cdt2^ E3 ubiquitin ligase and exhibits ubiquitin ligase activity *in vitro* [89,90].

In this study, we generated viable Lsd1/2 mutants with non-functional high-mobility-group (HMG) box domains at the C-terminus, allowing for convenient manipulation in the laboratory. We identified that the chromatin binding of the Lsd1/2 complex is dependent upon the HMG domain of Lsd1/2. Utilizing a yeast two-hybrid approach, we directly detected physical interactions among Lsd1, Phf1, and Phf2. While Lsd2 was co-purified with Lsd1, Phf1, and Phf2, we did not identify direct physical interactions between Lsd2 and Lsd1 or Phf2, suggesting a divergent/non-redundant role for Lsd2. We also uncovered interactions between Lsd1/2 and Raf2 or Swd2, subunits of CLRC or COMPASS complexes, respectively. Interestingly, we observed that Set1 and Clr4 have opposite effects on Lsd1 and Lsd2 protein levels, which is mediated through the ubiquitin-proteasome-dependent pathway. Without Set1, the protein levels of Lsd1/2 are reduced, while the absence of Clr4 enhances Lsd1/2 protein levels. Under heat stress, Set1 is essential for the upregulation of Lsd1/2; these increased protein levels are critical for the differential gene expression observed during heat stress. Additionally, our findings demonstrated that CLRC exerts an antagonistic effect by controlling the protein level of Set1. Set1 protein abundance is controlled by H2B ubiquitination, which facilitates the chromatin-associated activities of Set1 during heat stress. Overall, our results unfold a cross-regulatory mechanism in which the methyltransferases Set1 and Clr4 fine-tune the protein levels of the demethylases Lsd1/2, thus shaping the dynamic landscape of chromatin and maintaining cellular homeostasis.

## Results

### The C-terminal domains are essential for Lsd1 and Lsd2 chromatin binding

The complete loss of Lsd1 or Lsd2 results in severe growth defects or causes lethality in the cell, respectively [72,73,91]. Meanwhile, catalytic mutants in the amine oxidase domain of Lsd1 (from amino acids 267–775, the mutation is *K603AK604A*) and Lsd2 (from amino acids 516–1035, the mutation is *K823AK824A*) both show no apparent growth defects [91]. These results led us to wonder whether Lsd1/2 proteins have important functions beyond their amine oxidase catalytic activities. To investigate the non-catalytic functions of Lsd1 and Lsd2, we generated two C-terminal truncations named *lsd1-ΔHMG* (deletion of amino acids 841–1000 including the HMG domain, a High Mobility Group domain implicated in DNA binding) [92] and *lsd2-ΔC* (deletion of amino acids 1165–1235) (Fig 1A). Notably, deletion of the Lsd2 HMG-domain results in lethality akin to that in the complete loss of Lsd2, which further implies the unknown and important functions of the C-terminus of these two proteins. *lsd2-ΔC* has a shorter deletion of the C-terminus compared to the truncation of the Lsd2 HMG-domain, which may partially impair the HMG-domain of Lsd2. Both *lsd1-ΔHMG* and *lsd2-ΔC* show moderate growth and silencing defects and retain partial or full enzymatic activities (S1 Fig) [91], which demonstrates that the C-terminus, including the HMG domain, possesses functions that are independent of the amine oxidase-related catalytic activity. We tagged FTP (Flag-TEV-Protein A) at the C-terminus in wild-type or mutated Lsd1 and Lsd2 for further precipitation (IgG Sepharose beads) and detected their protein levels using peroxidase anti-peroxidase (PAP) (Fig 1A). The FTP-tagged wild-type Lsd1 and Lsd2 are fully functional, and cells carrying the wild-type FTP-tagged Lsd1 and Lsd2 have no growth defect [91].

**Fig 1:**
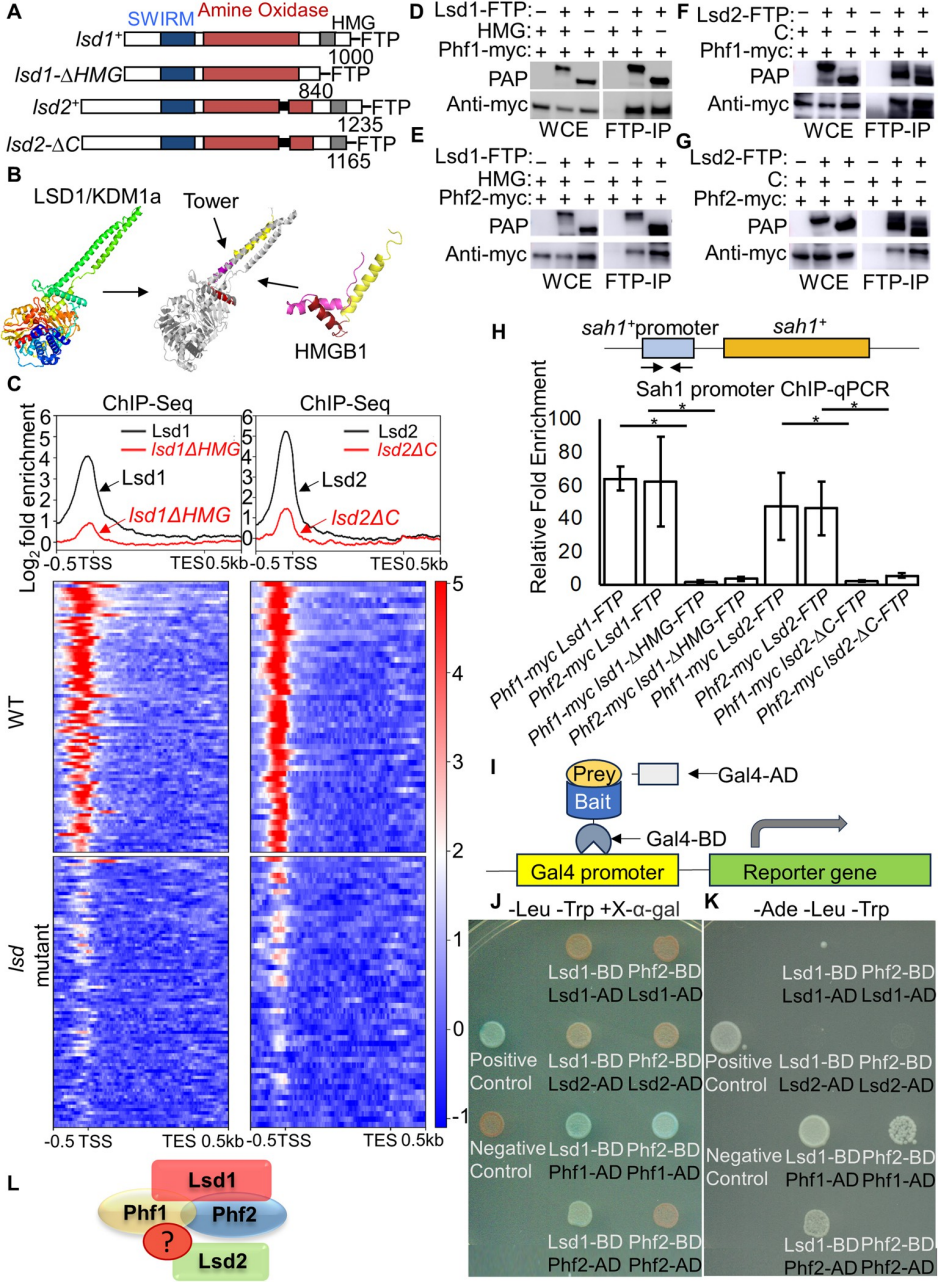
The function of the C-terminal domains of Lsd1 and Lsd2 and the architecture of Lsd1/2 complex. (A) Gene schematics for full-length Lsd1 and Lsd2 with previously described C-terminus truncation mutants (*lsd1-ΔHMG* and *lsd2-ΔC*). Protein domains of Lsd1 and Lsd2 are color-coded, and numerical labels represent the respective protein lengths. Introns in Lsd2 are marked in black. Lsd1, Lsd2, and their mutant forms are all tagged with FTP (Flag-TEV-Protein A) at the C-terminus. (B) Computational analysis of the crystal structure of mammalian LSD1/KDM1a (left, PDB ID: 2Z3Y) and HMG-box protein (HMGB1) (right, PDB ID: 1NHM). Overlapping crystal structures (middle) were generated using Phyre 2.0. (C) ChIP-Seq peak enrichments of Lsd1/2-FTP and their mutants are aligned with genomic regions spanning 500 base pairs upstream of the transcriptional starting site (TSS) to 500 base pairs downstream of the transcriptional termination site (TES). Heatmaps represent the binding of Lsd1/2-FTP and their mutants to the most robustly bound genes. Each line in the heatmap represents a gene. The color scale, from blue to red, indicates increasing enrichment of Lsd1/2-FTP and their mutants at specific genome loci compared to the untagged negative control. On the top, aligned Lsd1 or Lsd2 occupancy values for all selected genes are plotted as moving averages along their relative genomic positions. (D-G) Co-immunoprecipitation followed by western blotting reveals protein-protein interactions between Lsd1 and Phf1 (D) as well as Phf2 (E). Similar interactions were observed between Lsd2 and Phf1 (F) and Phf2 (G). +/- signs indicate the presence or absence of the protein domain. IgG Sepharose beads were used for protein immunoprecipitation. WCE: whole cell extract. Peroxidase anti-peroxidase (PAP) was used in western blot to detect FTP signals. (H) ChIP-qPCR demonstrates the chromatin binding ability of Phf1/2 with or without the C-terminal domains of Lsd1/2 proteins. Phf1/2-myc was immunoprecipitated using an anti-myc antibody after preclearing Protein A with TEV cleavage. Asterisks indicate *p*-values ≤ 0.05 as determined by a Student’s *t*-test, comparing the indicated samples with WT values. Error bars represent the standard error of the mean (s.e.m.). Horizontal lines indicate significance between wild-type and mutants. (I) Cartoon illustrates the yeast two-hybrid approach. Gal4-BD is fused with the bait protein, and Gal4-AD is fused with the prey protein. When the bait protein interacts with the prey protein, Gal4-BD and AD come into close proximity, initiating reporter gene expression. (J-K) Verification of reporter gene expression and protein interactions between Lsd1, Phf1, and Phf2 using the yeast two-hybrid system. (J) Medium lacking leucine and tryptophan but containing X-α-gal (-Leu -Trp +X-α-gal). (K) Medium without adenine, leucine, and tryptophan (-Ade -Leu -Trp). (L) The cartoon demonstrates the direct interaction between Lsd1, Phf1, and Phf2 while indicating that Lsd2 does not directly interact with Lsd1 and Phf2.

The *S*. *pombe* Lsd1 protein structure has not been resolved but is conserved to its human homolog LSD1/KDM1a (43% sequence alignment identity). We first performed a computational domain structural analysis to figure out which part of the mammalian LSD1 protein shares similarities with the HMG-box proteins. The overlapping results of the previously reported crystal structure of KDM1a (PDB ID: 2Z3Y) with a typical HMG-box protein (HMGB1)(PDB ID: 1NHM) in humans suggests that the HMG domain of HMGB1 structurally mimics that of the mammalian LSD1 Tower domain (Fig 1B). Since part of the Tower domain of LSD1 contributes to LSD1/CoREST binding to nucleosomes [93], this finding supports the hypothesis that the HMG domain may be essential for Lsd1 binding to chromatin. To confirm this hypothesis, we performed chromatin-immunoprecipitation combined with sequencing (ChIP-Seq) analysis of Lsd1 and Lsd2 in wild-type and their C-terminal domain mutations (*lsd1-ΔHMG* and *lsd2ΔC*). IgG Sepharose beads were used to pull down FTP-tagged wild-type Lsd1, Lsd2, and their C-terminal domain mutants.

Previous studies have shown that Lsd1/2 proteins bind to the promoters of a few hundred genes [70,73,74], suggesting that Lsd1/2 proteins are selectively recruited to those genes. Our ChIP-Seq analysis yields a highly similar set of genomic loci where Lsd1 and Lsd2 are enriched just upstream of the transcriptional start site (TSS) (Fig 1C). This result indicates that Lsd1 and Lsd2 mostly bind to the promoter region of genes and are likely to cooperate with other transcription factors that are involved in regulating gene expression. While examining peri-centromeric and mating-type regions, we observed a notable reduction in heterochromatic silencing in *lsd1* and *lsd2* mutant cells [91]. When comparing wild-type Lsd1 and Lsd2 proteins, we found lower enrichments at these constitutive heterochromatic regions in contrast to their higher enrichments at promoter regions (Figs 1C and S2). However, the enrichments of *lsd1* and *lsd2* C-terminal mutant proteins exhibited a modest increase at specific loci associated with the loss of silencing, in accordance with the reported roles of Lsd proteins in heterochromatic silencing [91]. Notably, the localizations of Lsd1 and Lsd2 are diminished at the promoter regions in the absence of a functional C-terminus (Fig 1C). This result demonstrates that the C-terminal domains of Lsd1 and Lsd2 are involved in their chromatin binding at these regions.

Lsd1/2 complex contains two zinc-finger proteins, Phf1 and Phf2, which may also participate in DNA binding. The loss of the C-terminal domains of the Lsd1/2 proteins might destabilize their association with Phf1 and Phf2, thereby affecting the ability of the complex to bind chromatin. We employed FTP-tagged Lsd1 or Lsd2 alleles and combined the tagged allele with Phf1-myc and Phf2-myc. Using co-immunoprecipitation (Co-IP) followed by western blotting, we confirmed the protein-protein interactions between Lsd1 and Phf1 (Fig 1D) and Phf2 (Fig 1E). Additionally, we established that the loss of the HMG-domain of Lsd1 does not affect the interaction between Lsd1 and Phf1 (Fig 1D) or Phf2 (Fig 1E), and hence, the loss of the HMG-domain is not sufficient to disrupt the entire complex. We also observed that the loss of the C-terminus of Lsd2 does not disrupt the interactions between Lsd2 and Phf1 (Fig 1F) or Phf2 (Fig 1G). These results suggest that the C-terminus mutants of Lsd1 and Lsd2 do not affect the structural integrity of the Lsd1/2 complex.

Additionally, we tested whether the loss of the C-terminal domains of Lsd1 and Lsd2 would affect the chromatin binding of Phf1 and Phf2. We performed the ChIP assay followed by qPCR for analyzing the localization of Phf1-myc and Phf2-myc at the *sah1*^*+*^ promoter region, one of the most robust binding regions of Lsd1 and Lsd2 in the *S*. *pombe* genome (S3 Fig), in wild-type, *lsd1-ΔHMG*, and *lsd2-ΔC* cells. Similar to Lsd1 and Lsd2, Phf1 and Phf2 are also enriched at the promoter of *sah1*^*+*^ (Fig 1H). Moreover, these enrichments are diminished when Lsd1 or Lsd2 loses its C-terminal domain (Fig 1H). This result indicates that impaired C-terminal domains of Lsd1 and Lsd2 weaken the chromatin binding of Phf1 and Phf2, further supporting the notion that the HMG domains of Lsd1 and Lsd2 are essential for the chromatin binding of Lsd1/2 complex.

### Lsd1 directly interacts with Phf1 and Phf2

In *S*. *pombe*, Lsd1 is copurified with Lsd2, Phf1, and Phf2 to form the Lsd1/2, SWIRM1/2, SAPHIRE complex [72,73,75], yet the exact architecture of the complex has not been revealed. To elucidate whether Lsd1 and Lsd2 have direct interactions with Phf1 or Phf2, we employed a budding yeast two-hybrid approach (Fig 1I). The bait proteins are fused with the Gal4 DNA-binding domain (BD), and the prey proteins are fused with the Gal4 activation domain (AD). When the bait protein interacts with the prey protein, the DNA-binding domain and activation domain will be close enough to initiate the reporter gene expression under the control of the Gal4 promoter in *S*. *cerevisiae*. Our results are based on two reporter genes: ADE2 and MEL1. ADE2 generates Ade2, which encodes the phosphoribosylaminoimidazole carboxylase involved in the *de novo* biosynthesis of purine nucleotides. The expression of ADE2 allows yeast cells to grow on minimal medium lacking adenine (-adenine). MEL1 encodes a secreted enzyme, α-galactosidase, which hydrolyzes the colorless X-alpha-Gal in the medium into a blue end product. The expression of these reporter genes allows cells to grow on -adenine medium or turn blue on a medium containing X-alpha-Gal, indicating the direct interaction between bait and prey proteins. The Lsd2-BD and Phf1-BD strains could self-activate the reporter genes without Gal4 activating domain, suggesting that Lsd2 and Phf1 alone could recruit basal transcriptional factors to initiate reporter gene transcription (S4 Fig). Despite these false positive strains, the remaining bait and prey combinations show that Lsd1-BD/Phf1-AD, Lsd1-BD/Phf2-AD, and Phf2-BD/Phf1-AD colonies turn blue on medium with X-alpha-Gal and grow robustly on medium without adenine (Figs 1I–1K and S4 and S5). These results indicate that Lsd1 directly interacts with Phf1 and Phf2, which also physically associate with each other. However, Lsd2 does not physically interact with Lsd1 or Phf2 (Figs 1L and S5).

### Genetic and physical interactions between Lsd1/2 complex, CLRC, and COMPASS

Since the function of Lsd1 and Lsd2 is to demethylate K4 and K9 on histone H3 [67,73,74], we proceeded to examine the genetic interactions between Lsd1/2 and the sole H3K4 methyltransferase, Set1, and the only H3K9 methyltransferase, Clr4. Strikingly, the genetic crosses and tetrad analyses revealed that *lsd1-ΔHMG set1Δ* and *lsd2-ΔC clr4Δ* double mutants resulted in inviable daughter cells, suggesting that Lsd1 has essential overlapping functions with Set1, while Lsd2 has critical overlapping roles with Clr4 (Fig 2A). This result also highlights a divergent function between Lsd1 and Lsd2. *lsd1-ΔHMG clr4Δ* cells are viable but sick, which implies a negative genetic interaction between Lsd1 and Clr4 (Figs 2A and S1B). We also recovered *lsd2-ΔC set1Δ* cells, in which *set1Δ* alleviates the growth defect of *lsd2-ΔC* and suggests a positive genetic interaction between Lsd2 and Set1 (Figs 2A and S1C). The triple mutants *lsd1-ΔHMG set1Δ clr4Δ* and *lsd2-ΔC set1Δ clr4Δ* are lethal (S1D Fig). Since mutations in all three copies of histone H3, resulting in H3K4A or H3K9A mutants, do not induce lethality [48], our genetic result indicates that Set1, Clr4, and Lsd1/2 likely possess additional functions beyond histone modification that are essential for cell survival. We also noticed *lsd2-ΔC* recuses *set1Δ* silencing defects at the mating type locus (S1E Fig). This result is consistent with the opposite roles of Lsd2 and Set1 in dynamically modifying histone H3K4. To summarize, these results reveal the roles of Lsd1 and Lsd2 are differentially associated with Clr4 and Set1.

**Fig 2:**
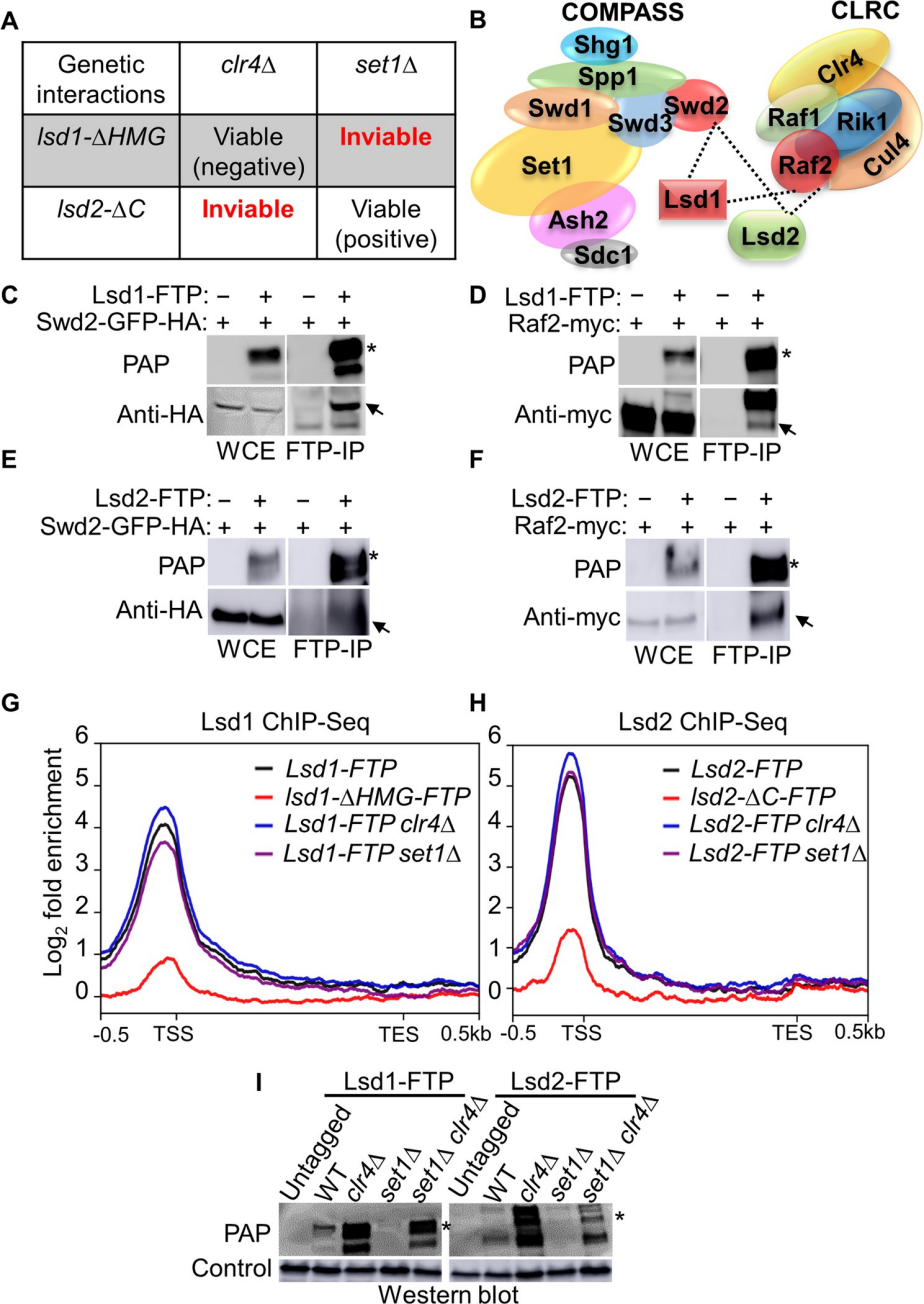
Genetic and physical interactions between Lsd1/2, CLRC, and COMPASS. (A) The genetic interactions between *lsd1-ΔHMG* or *lsd2ΔC* with the loss of the methyltransferases Clr4 and Set1. (B) A schematic illustration of the key members of the CLRC and COMPASS complexes, highlighting their functional interactions with Lsd1/2. The dashed lines indicate the protein interactions that were detected by Western blot. (C-F) Protein-protein interactions between Lsd1 and Swd2 (C) or Raf2 (D), and between Lsd2 and Swd2 (E) or Raf2 (F) were revealed through co-immunoprecipitation followed by western blotting. +/- signs indicate the presence or absence of the indicated genetic background. IgG Sepharose beads were used for protein immunoprecipitation. WCE: whole cell extract. PAP was used to detect FTP signals. Asterisks mark the expected size for Lsd1-FTP (C-F), while arrows indicate the expected sizes for Swd2-GFP-HA (C & E), Raf2-myc (D & F). (G-H) ChIP-Seq peak enrichments for Lsd1 (G) and Lsd2 (H) with indicated genetic background are mapped to genomic regions spanning 500 base pairs upstream of TSS to 500 base pairs downstream of the TES. Aligned Lsd1 or Lsd2 occupancy values for all selected genes are plotted as moving averages along their relative genomic positions. The gene sets and genomic regions correspond to those depicted in Fig 1C. Color bars represent different genetic backgrounds, and Log_2_ fold enrichment indicates the Log_2_ fold change of Lsd1 and Lsd2 occupancy at specific genome loci compared to the untagged negative control. (I) Analysis of WCE from cells expressing untagged proteins and FTP-tagged Lsd1 and Lsd2 through SDS-PAGE and western blotting. PAP was used to detect Lsd1/2 protein levels. “Untagged” denotes cells with no tagged protein, while “WT” indicates cells expressing wild-type Lsd1/2-FTP. Mlo3 levels were used as the loading control. Asterisks signify the expected full-length size for Lsd1-FTP and Lsd2-FTP. The denotations for “Untagged” and “WT” remain consistent in the rest of the figures.

The unexpected genetic interactions between Lsd1/2 with Clr4 and Set1 prompted us to further investigate the functional connection between these histone-modifying enzymes. Set1 is the catalytic subunit of COMPASS, which interacts with RNA Polymerase II through its subunit Swd2 [94,95]. Swd2 has also been shown to interact with transcription termination machinery through the cleavage and polyadenylation factor (CPF) independently of its functions in H3K4 methylation as part of the COMPASS complex [94,96]. Interestingly, Swd2 is the only protein in the complex that is essential for cell viability in budding yeast [95]. COMPASS also includes the WD40-domain proteins Swd1/Swd3 [97], the tri-methylation specific factor Spp1 [98], the yeast-specific subunit Shg1, the Lid2-demethylase complex subunit Sdc1, and the PHD finger domain protein Ash2 (Fig 2B) [99]. Clr4 forms the CLRC complex along with other members, including the E3 ubiquitin ligase Cul4, the β-propeller protein Rik1, and the Rik1-associated factors (RAF) Raf1 and Raf2 (Fig 2B) [62,100]. Previous pair-wise protein-protein interaction studies placed Raf2 at the center of the CLRC complex with confirmed direct interactions with most other complex members [101]. To provide more direct evidence about the physical interactions between Lsd1/2 complex, COMPASS, and CLRC, we performed co-immunoprecipitation followed by western blotting using GFP-HA-tagged Swd2 (COMPASS) and myc-tagged Raf2 (CLRC) at their C-terminus. Both Lsd1 and Lsd2 interact with Swd2 (Fig 2C and 2E) and Raf2 (Fig 2D and 2F). Taken together, we identified genetic and physical interactions between Lsd1/2 complex, CLRC, and COMPASS, suggesting a crosstalk between these histone-modifying enzyme complexes (Fig 2B).

### Set1 and Clr4 oppositely regulate the genomic binding levels of Lsd1 and Lsd2

The genetic and physical interactions made us wonder whether the loss of COMPASS or CLRC would affect the genomic localization of Lsd1 or Lsd2. We performed ChIP-Seq analysis of Lsd1 and Lsd2 in wild-type, *clr4Δ*, and *set1Δ* cells (Fig 2G and 2H). We averaged the same genes and genomic regions as those shown in Fig 1C. Loss of Clr4 or Set1 does not affect the overall pattern of genomic localizations of Lsd1 and Lsd2. To our surprise, *clr4Δ* increases the enrichments of Lsd1/2 while *set1Δ* decreases the enrichments of Lsd1 at its enriched genomic loci (Figs 2G, 2H, S6 and S7). This finding suggests that *clr4Δ* increases, while *set1Δ* decreases, the genomic binding of Lsd1/2 and potentially affects their protein levels.

### Clr4 and Set1 antagonistically regulate the protein levels of Lsd1/2

Next, we investigated the protein levels of Lsd1 and Lsd2 in the absence of Clr4 or Set1. We combined the Lsd1/2-FTP with *clr4Δ*, *set1Δ*, or both. Our western blot result demonstrates that without Clr4, both Lsd1-FTP and Lsd2-FTP show an increase in protein levels, compared to the wild-type cells (Fig 2I). In contrast, the protein levels of Lsd1-FTP and Lsd2-FTP show a notable decrease in the absence of Set1 (Fig 2I). Additional examination of GFP-tagged Lsd1 and Lsd2 protein abundance in cells using confocal microscopy confirms that Clr4 and Set1 deletion differentially affects Lsd1- and Lsd2-GFP levels (S8 Fig). Moreover, strain backgrounds lacking both Clr4 and Set1 show intermediate protein levels of Lsd1 and Lsd2 (Fig 2I). Consequently, we wondered whether this effect is initiated at the transcription level. 

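RNA from wild-type, lsd1-ΔHMG and set1Δ cells was sequenced at 30°C and at 37°C, with 2 libraries for each of the 6 conditions. The clr4Δ and lsd2-ΔC libraries were not analysed here. For each feature the authors deposited an expected count of aligned reads from strand-specific libraries, in which a read overlapping several features is divided among them, without normalization. Between 73.7% and 83.6% of the values of a library were not whole numbers, and all values were rounded to whole counts. The totals ran from 27642384 to 34843653 counts per library. In wild-type cells the totals were 28023873 and 27642384 at 30°C and 32966266 and 27760728 at 37°C. They were 33282796 and 29629779 at 30°C and 34843653 and 33858878 at 37°C in lsd1-ΔHMG, and 29435146 and 29306221 at 30°C and 29672459 and 32701161 at 37°C in set1Δ. The counts were normalized with edgeR's TMM method, and all 12 libraries were fitted in one model with a mean for each condition. After a filter on low counts, 6904 features were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.05 with a log2 fold change of at least 1 in either direction. Levels are given as CPM, the count scaled to the normalized library size. The lowest correlation of log2 CPM between the 2 libraries of a condition was 0.994, and the common biological coefficient of variation was 0.0806. In wild-type cells the heat chaperone hsp16 (SPBC3E7.02c) was at 37814 ± 2275 CPM (SD, n = 2) in the libraries labelled 30°C and at 5166 ± 894 (SD, n = 2) in those labelled 37°C, a log2 fold change of -2.87 (adjusted p = 7.3e-09 from edgeR).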

Using RNA-seq and qRT-PCR, we investigated the mRNA levels of Lsd1 and Lsd2 in the absence of Clr4 or Set1 (S9 Fig). 

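At 30°C, lsd1 (SPBC146.09c) reached 48.3 ± 1.96 CPM (SD, n = 2) in wild-type cells and 54.9 ± 2.67 (SD, n = 2) in set1Δ cells. The log2 fold change was 0.19 (standard error 0.099, adjusted p = 0.098 from edgeR's quasi-likelihood test). Adjusted over the list alone, the 8 tests of lsd1 and lsd2, its p was 0.11. With the libraries of these 2 conditions fitted alone, the log2 fold change of lsd1 was -0.03. It was 0.31 without replicate 1 of set1Δ at 30°C and 0.41 without replicate 2. For lsd2 (SPAC23E2.02) the level was 47.2 ± 2.12 CPM (SD, n = 2) in wild-type cells and 38.5 ± 0.163 (SD, n = 2) in set1Δ cells. Its log2 fold change was -0.29 (standard error 0.083, adjusted p = 0.0049 from edgeR), and adjusted over the list alone p was 0.0069. The log2 fold change of lsd2 was -0.51 with the libraries of these 2 conditions fitted alone, -0.13 without replicate 1 of set1Δ at 30°C and -0.12 without replicate 2. In each of these fits both genes moved in the same direction, so the moves do not show a replicate difference of 1 gene. Over all tested features the median log2 fold change of this comparison was 0.22, so values this small depend on the scaling. Neither gene reached a log2 fold change of 1 in either direction.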

Lsd1 and Lsd2 mRNA levels do not correspond with alterations in protein levels of Lsd1 and Lsd2 without Set1 or Clr4. To sum up, it is likely that Clr4 and Set1 regulate the protein abundance of Lsd1 and Lsd2 through a post-transcriptional mechanism.

Deletion of specific components of COMPASS affects the integrity of the complex and stability of Set1 [31,48,102–105]. The deletion of Spp1, Swd1, Swd2, and Swd3 significantly lowers the protein levels of Set1 [48]. To test whether the decreased Lsd1/2 proteins are due to the loss of specific members of COMPASS, we generated independent deletion mutations of each member of the complex (*set1Δ*, *spp1Δ*, *swd1Δ*, *swd3Δ*, *swd2Δ*, *ash2Δ*, *shg1Δ*, *sdc1Δ*) and combined those deletions with Lsd1-FTP and Lsd2-FTP through genetic crossing. For Lsd1, our result shows that the loss of most members of the COMPASS complex, including Set1, Spp1, Swd1, Swd3, Swd2, and Ash2 leads to a significantly decreased amount of Lsd1 protein (Fig 3A). However, the loss of Shg1 and Sdc1 seems to have little or no effect on Lsd1 protein levels. Our result indicates that COMPASS components that alter the protein levels of Set1 also lower the protein level of Lsd1 proteins [48]. A similar pattern was observed in the Lsd2 samples, although the Lsd2 protein levels also decreased with *shg1Δ* (Fig 3B).

**Fig 3:**
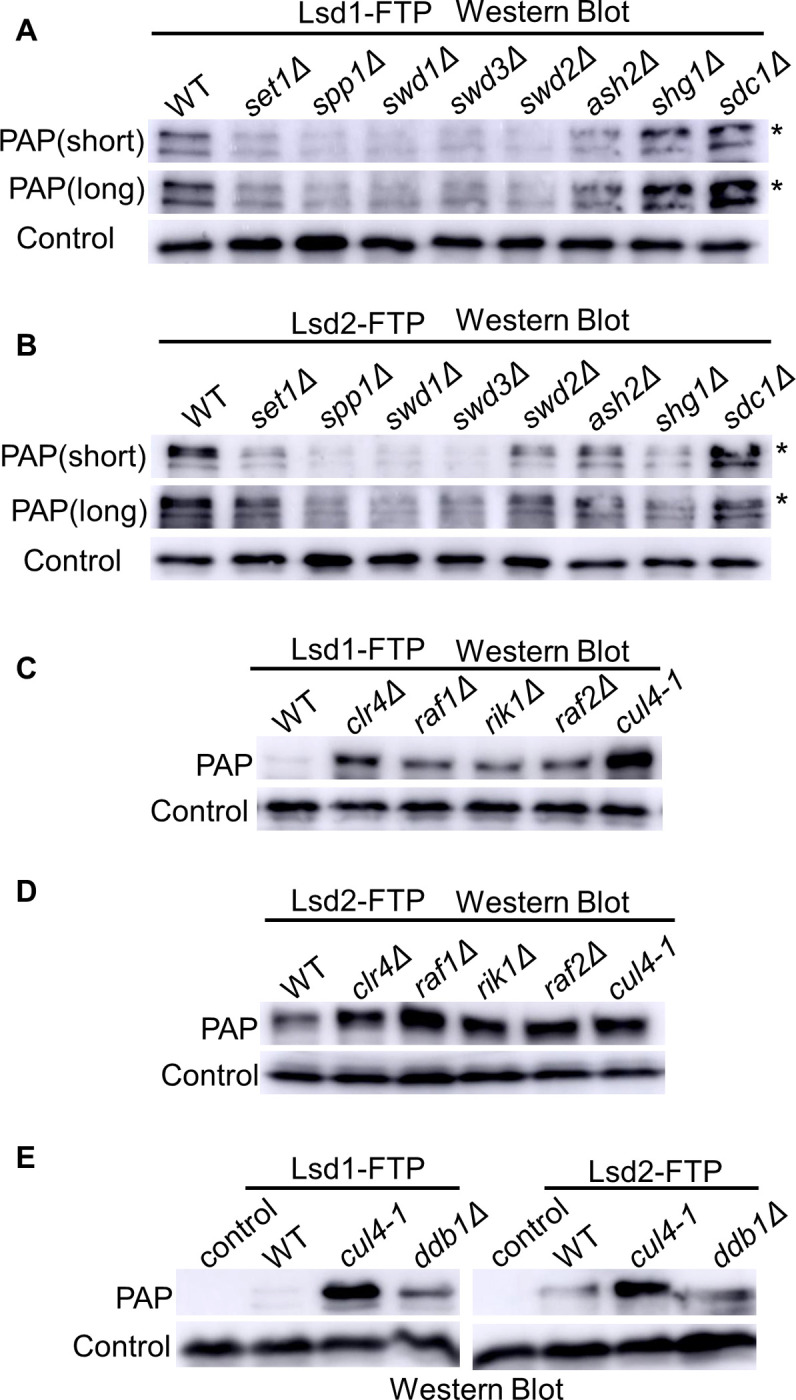
Clr4 and Set1 antagonistically regulate protein levels of Lsd1/2 proteins. (A-D) Lsd1-FTP (A & C) and Lsd2-FTP (B & D) protein abundance were analyzed by SDS-PAGE and western blot in the loss of indicated COMPASS complex members (A-B) or CLRC complex members and the *cul4* mutant (*cul4-1*) (C-D). Asterisks denote the expected full-length size of Lsd1-FTP (A) and Lsd2-FTP (B). (E) Examination of Lsd1-FTP and Lsd2-FTP protein levels via SDS-PAGE and western blotting in the wild-type, *cul4-1*, and *ddb1Δ* backgrounds. PAP was utilized to detect Lsd1/2 protein levels. Mlo3 levels were employed as the loading control.

Similarly, we generated independent deletions of each member of the CLRC complex (*clr4Δ*, *raf1Δ*, *rik1Δ*, *raf2Δ*, and *cul4-1*, which is a *cul4* mutant allele previously shown to affect Cul4 functions through a reporter marker disrupting the 3′-UTR region of *cul4*^*+*^) [100] and combined them with Lsd1/2-FTP. The western blot results suggest that the loss of any member of CLRC complex enhances the protein amount of Lsd1 (Fig 3C) or Lsd2 (Fig 3D). Therefore, the integrity of the CLRC complex is required to restrict the protein levels of Lsd1 and Lsd2. Cul4 is the E3 ubiquitin ligase in the CLRC complex [100]. Cul4 also belongs to Cul4-Ddb1^Cdt2^ E3 ubiquitin ligase complex (CRL4 complex) [83,84]. Thus, we wondered whether Cul4 might also regulate Lsd1/2 protein levels through the Cul4-Ddb1^Cdt2^ complex. We investigated the protein levels of Lsd1 and Lsd2 without Ddb1. Loss of Ddb1 slightly enhances the Lsd1-FTP level, while having no significant effect on the Lsd2-FTP level (Fig 3E). It is likely that both CLRC and CRL4 complexes regulate Lsd1 protein levels, although CLRC may play a dominant role. Together, our results show that Clr4 restricts the protein levels of Lsd1 and Lsd2, while Set1 promotes them.

### The ubiquitin-proteasome system (UPS) controls the protein amount of Lsd1 and Lsd2

In mammals, the LSD1 protein level is balanced by ubiquitination and deubiquitination [106–108]. The lysine or arginine residues of LSD1 could be the target sites for ubiquitination [109,110]. Knowing this, we asked whether Lsd1 and Lsd2 in fission yeast might be degraded by UPS, similar to mammalian LSD1. We conducted a ubiquitination assay followed by pull-down Lsd1-FTP and Lsd2-FTP combined with western blotting. Elevated ubiquitination of Lsd1 (Fig 4A) or Lsd2 (Fig 4B) was detected in the presence of a temperature-sensitive 26S proteasome subunit mutant, *mts2-1*, which inactivates the proteasome at 33°C [111] and thereby stabilizes Lsd1 and Lsd2 (Fig 4A and 4B). These results provide evidence that Lsd1 and Lsd2 are degraded through the UPS.

**Fig 4:**
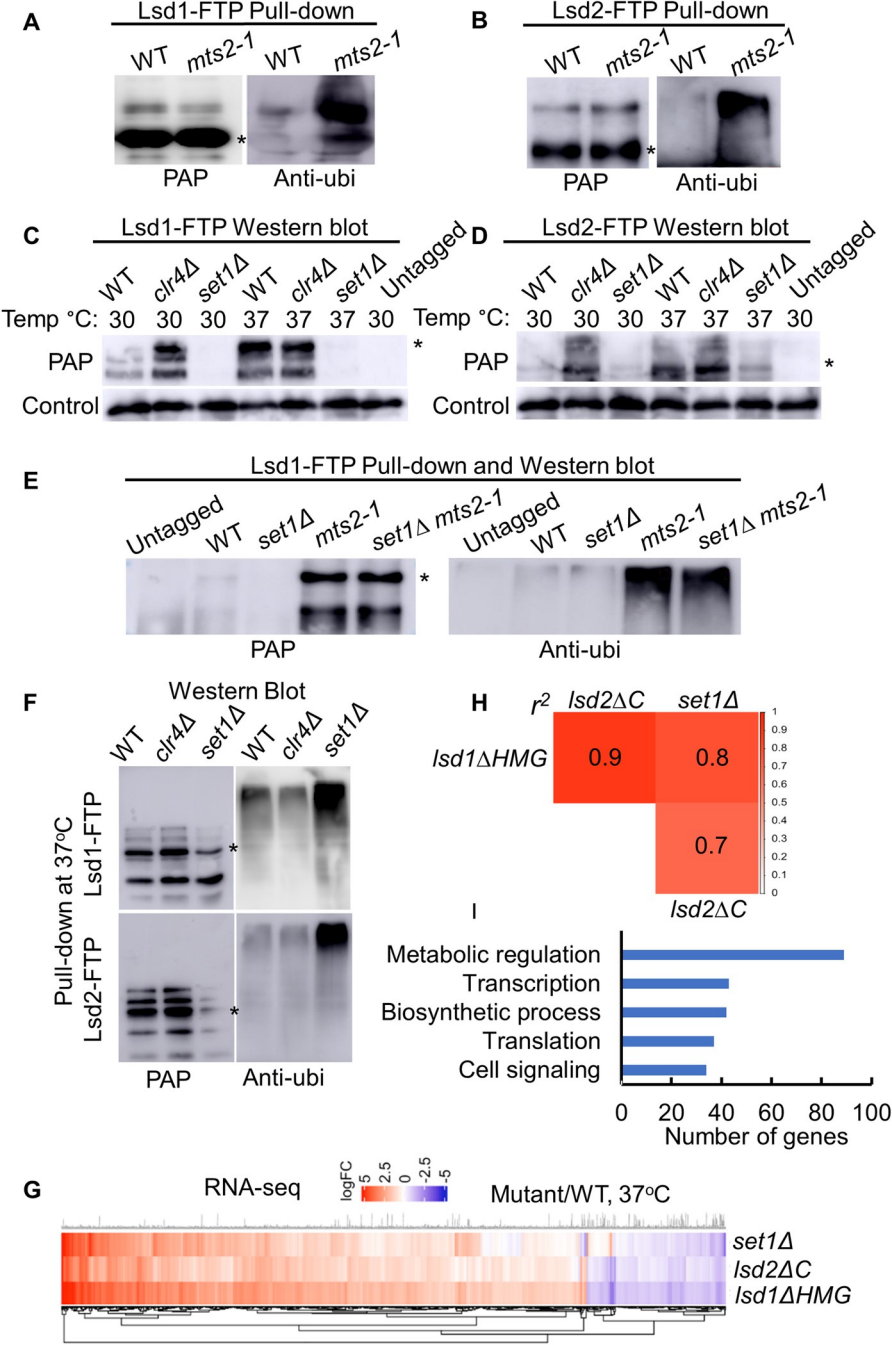
Set1-dependent upregulation of Lsd1/2 proteins is crucial for regulating gene expression under heat stress. (A-B) Assessment of Lsd1-FTP (A) and Lsd2-FTP (B) ubiquitination levels in wild-type and *mts2-1* strains. Cells were cultured in a rich medium (YEA) at 33°C for 8 hours. (C-D) FTP-tagged Lsd1 (C) and Lsd2 (D) protein abundance at indicated genotypes were analyzed by SDS-PAGE and western blot. The cells were cultured at the permissive temperature (30°C) and heat stress conditions (37°C) for 2 hours after the initial culture at 30°C. (E) Analysis of Lsd1-FTP ubiquitination levels in indicated strains. Cells were cultured in a rich medium (YEA) at 33°C for 8 hours. (F) Evaluation of Lsd1-FTP and Lsd2-FTP ubiquitination levels in indicated strains. Cells were cultured at 30°C in a rich medium and then subjected to a temperature shift to 37°C for 2 hours. (A, B, E, and F) IgG Sepharose beads were used to precipitate Lsd1-FTP or Lsd2-FTP, followed by western blotting using specified antibodies. PAP was employed to detect Lsd1/2 protein levels, and an anti-ubiquitin antibody was used to detect ubiquitin signals. Asterisks indicate the expected size for full-length Lsd1-FTP and Lsd2-FTP. (G) Hierarchical clustering of *set1Δ*, *lsd1ΔHMG*, and *lsd2ΔC* mutants at 37°C based on the similarities in their expression profiles. Gene expression was compared between mutants and wild-type under 37°C conditions using RNA-Seq data. The color scale ranges from blue to red, reflecting increasing fold expression compared to the control. (H) Pearson’s correlation coefficients were translated into color codes, illustrating similarities in gene expression pattern alterations across different genetic backgrounds. The numbers represent the degree of similarity in gene expression patterns. (I) Gene Ontology analysis of overlapping genes based on the functions of their products. The top five terms with the most assigned genes are presented. These terms encompass genes involved in metabolic regulation (89 genes), transcription (43 genes), biosynthetic processes (42 genes), translation (37 genes), and cell signaling during stress (34 genes).

### Set1 contributes to heat-induced upregulation of Lsd1/2 proteins

Clr4 and its associated heterochromatin factors are recruited to facultative heterochromatin domains to modulate a genome-wide transcriptional response to suboptimal environmental conditions [112–114]. Set1 plays a major role in ribosomal gene repression during the cellular response to environmental stressors [115] and cooperates with other factors (including CENP-B, and the HDACs: Clr3 and Clr6) to mediate the transcriptional activation of a certain subset of stress-response genes [116]. We next wondered whether Lsd1/2 protein levels are modulated under stress conditions in a Set1- or Clr4-dependent manner.

In *S*. *pombe*, heat stress (higher than the optimal range of 28–32°C) is extensively studied due to its highly conserved heat stress regulatory pathways, which resemble those found in higher eukaryotes [117]. We shifted the cell culture temperature from permissive 30°C to heat stress conditions (37°C) for one generation time (2 hours). Cells growing consistently at 30°C served as the control. Both Lsd1 (Fig 4C) and Lsd2 (Fig 4D) protein levels drastically increase after heat treatment, although the mRNA levels of Lsd1 and Lsd2 were not significantly altered between wild-type and *set1Δ* cells (S10 Fig), suggesting that enhanced Lsd1/2 proteins are required for cell survival under heat stress [61]. 

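In wild-type cells, the log2 fold change from 30°C to 37°C was 0.39 for lsd1 (standard error 0.098, adjusted p = 0.0027 from edgeR) and 0.29 for lsd2 (standard error 0.080, adjusted p = 0.0047 from edgeR). In set1Δ cells it was 0.22 for lsd1 (adjusted p = 0.052 from edgeR) and 0.60 for lsd2 (adjusted p = 1.2e-05 from edgeR). Over the other normalizations, filters and tests the adjusted p of this lsd1 value ran from 0.0022 to 0.11. It was therefore under 0.05 in some of them only. Fits that each left out 1 library gave a log2 fold change of lsd1 from 0.086 to 0.34. At 37°C, lsd1 reached 63.2 ± 0.398 CPM (SD, n = 2) in wild-type cells and 64.1 ± 7.37 (SD, n = 2) in set1Δ cells, and lsd2 reached 57.8 ± 3.13 and 58.2 ± 1.15. Between set1Δ and wild-type cells at 37°C the log2 fold change was 0.019 for lsd1 (adjusted p = 0.87 from edgeR) and 0.0098 for lsd2 (adjusted p = 0.92 from edgeR). Over the other normalizations, filters and tests the adjusted p ran from 0.59 to 0.999 for lsd1 and from 0.56 to 0.96 for lsd2. Leaving out replicate 1 of set1Δ at 37°C gave -0.048 for lsd1. These values depended on a correction chosen after the data were seen. With offsets for the trend of each library with GC content and gene length, the log2 fold change between set1Δ and wild-type cells at 37°C was -0.55 for lsd1 (adjusted p = 5.7e-06 from edgeR) and -0.54 for lsd2 (adjusted p = 4.7e-06 from edgeR). Between temperatures it was then -0.075 for lsd1 and 0.30 for lsd2 in set1Δ, and 0.51 and 0.41 in wild-type. From the higher protein levels after heat treatment, the paper proposes that cells need more Lsd1/2 protein to survive heat stress.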

Protein levels of Lsd1 and Lsd2 are similar between wild-type and *clr4Δ* cells at 37°C, indicating that Clr4 is not responsible for Lsd1/2 upregulation in this condition (Fig 4C and 4D). However, without Set1, Lsd1/2 protein levels are no longer upregulated during heat stress (Fig 4C and 4D), which implies that Set1 is required to elevate the protein levels of Lsd1 and Lsd2 under heat stress. Indeed, *set1Δ* cells show severe growth defects at 37°C [47], which is consistent with previously elucidated roles of Set1 under heat stress.

We next investigated whether Set1 protects Lsd1 and Lsd2 from ubiquitin-mediated protein degradation, which may be more pronounced at 37°C. Loss of Set1 does not further elevate Lsd1 protein nor ubiquitination levels in *mts2-1*, suggesting that the Set1-dependent degradation of Lsd1 is dependent on the UPS (Fig 4E). Under heat stress (37°C), it was consistently found that ubiquitination of Lsd1 and Lsd2 is drastically enhanced in *set1Δ* cells, even without *mts2-1* as a background (Fig 4F). In contrast, we only observed a slight decrease in ubiquitination of Lsd1 and Lsd2 in the *clr4Δ* background (Fig 4F), suggesting that Clr4 likely further destabilizes Lsd1 and Lsd2 at 37°C. In brief, our data indicate that Set1 may protect Lsd1/2 proteins from degradation under heat stress, while Clr4 may participate in their degradation.

### Set1-dependent upregulation of Lsd1/2 proteins is crucial for regulating gene expression under heat stress

In human cells, overexpression of LSD1 is involved in the proliferation, inhibition of apoptosis, and metastasis of several types of cancers, such as gastric, breast, and prostate cancers [109, 118, 119]. The elevated levels of Lsd1/2 proteins at 37°C suggest that their functions might be essential for cell survival at stressful high temperatures. Indeed, compared to the wild-type cells, the expression of numerous genes is altered in *lsd1*-*ΔHMG* and *lsd2-*Δ*C* mutants at 37°C, and this alteration is correlated with that loss of Set1 (Fig 4G and S1 Table). 

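At 37°C, 2817 of 6904 tested features were called changed in lsd1-ΔHMG against wild-type, 1756 of them higher and 1061 lower. In set1Δ, 1671 were called, 1289 higher and 382 lower. The number of calls ran from 2549 to 3196 in lsd1-ΔHMG and from 1504 to 1688 in set1Δ over the other normalizations, filters and tests. The highest count for lsd1-ΔHMG came from TMM factors of protein-coding genes alone. With those factors 1488 features were higher and 1708 lower, so the balance of directions reversed. Among the 10 genes picked by the size of their change in both mutants, tef102 (SPAC23A1.10) had the largest summed log2 fold change against wild-type. It overlaps another annotated gene on its own strand and has the paralogs tef101 and tef103, and its level was 9.05 ± 0.792 CPM (SD, n = 2) in wild-type, 1154 ± 93.6 (SD, n = 2) in lsd1-ΔHMG and 779 ± 211 (SD, n = 2) in set1Δ. Its log2 fold change was 7.00 in lsd1-ΔHMG and 6.43 in set1Δ (adjusted p = 1.8e-11 and 8.4e-11 from edgeR). At 30°C its level was 182 ± 26.2 CPM (SD, n = 2) in wild-type, 1528 ± 61.4 in lsd1-ΔHMG and 485 ± 28.3 in set1Δ. Its level in the wild-type libraries labelled 37°C was thus far below that in those labelled 30°C. The log2 fold changes at 37°C rest in part on this low wild-type level. For ftm6 (SPBC1348.03), which fell in both mutants, the log2 fold change was -2.23 in lsd1-ΔHMG and -3.41 in set1Δ (adjusted p = 1.6e-09 and 3.2e-10 from edgeR). The log2 fold changes at 37°C rose with the GC content of the gene. Across 5104 protein-coding genes, which are not independent replicates, Pearson's r with GC content was 0.572 in lsd1-ΔHMG and 0.495 in set1Δ. With offsets for the trend of each library with GC content and gene length, chosen after this trend was seen, 2174 features were called in lsd1-ΔHMG, 1108 higher and 1066 lower, and 1596 in set1Δ, 886 higher and 710 lower. Of the calls without offsets, 1407 (49.9%) in lsd1-ΔHMG and 1068 (63.9%) in set1Δ were called in the same direction with them. The log2 fold change of tef102 with the offsets was 4.71 in lsd1-ΔHMG and 4.15 in set1Δ, and that of ftm6 was -1.23 and -3.10.

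**Figure D1:**
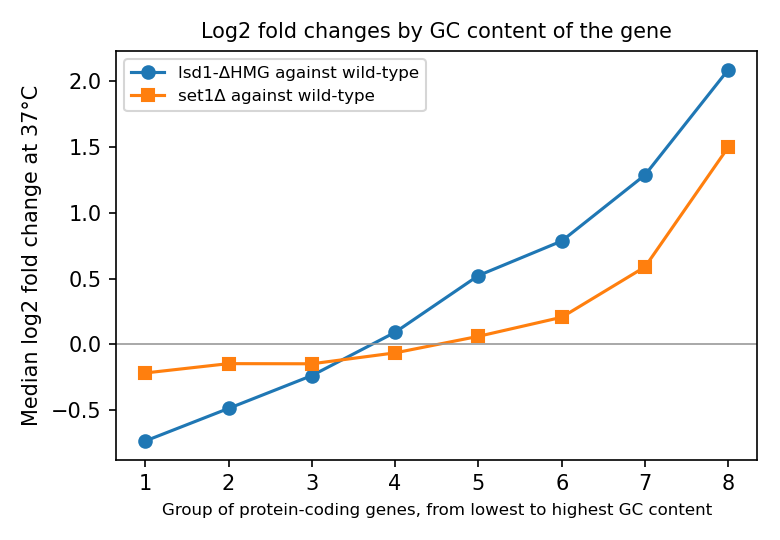
Median log2 fold change at 37°C against wild-type (vertical axis) in 8 groups of protein-coding genes ordered by GC content (horizontal axis), for lsd1-ΔHMG (circles) and set1Δ (squares). The median ran from -0.73 in the group with the lowest GC content to 2.09 in the group with the highest in lsd1-ΔHMG, and from -0.22 to 1.50 in set1Δ.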

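Antisense RNAs were taken by position, as long non-coding RNAs that overlap a protein-coding gene on the other strand, and 839 of the tested features (12.2%) were antisense RNAs. Among the 1061 features lower in lsd1-ΔHMG at 37°C, 236 (22.2%) were antisense RNAs, against 10.3% of the other tested features (Fisher's exact test, two-sided, p = 3.8e-24). Among the 382 lower in set1Δ, 77 (20.2%) were antisense RNAs, against 11.7% (Fisher's exact test, p = 5.2e-06). Of the 201 lower in both mutants, 47 (23.4%) were antisense RNAs, against 11.8% (Fisher's exact test, p = 8.0e-06). Features are not independent replicates. With a fold-change limit of 2 on the log2 scale, 57 features were lower in set1Δ and 8.77% of them were antisense RNAs (Fisher's exact test, p = 0.54). In the opposite direction, 89 of the 839 antisense RNAs were higher in lsd1-ΔHMG, 91 in set1Δ, more than the 77 lower there, and 41 in both mutants. Their share of the higher features was nevertheless low. It was 5.07% of 1756 in lsd1-ΔHMG, against 14.6% of the other features (Fisher's exact test, p = 1.0e-29). In set1Δ it was 7.06% of 1289, against 13.3% (Fisher's exact test, p = 7.4e-11). With the offsets for GC content and gene length, chosen after the data were seen, the share among lower features was 21.5% in lsd1-ΔHMG, 15.2% in set1Δ and 18.2% in both.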

Intriguingly, about 72% of downregulated genes in *lsd1*-*ΔHMG*, *lsd2-*Δ*C*, and *set1Δ* are antisense non-coding RNAs (S1 Table), indicating that Set1-mediated elevation of Lsd1/2 protein functions to stimulate antisense transcription under heat stress. 

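In all, 3182 features were called in lsd1-ΔHMG or set1Δ at 37°C, and 1306 in both. Of these, 1054 were higher in both mutants, 201 were lower in both and 51 changed in opposite directions. Pearson's r of the log2 fold changes across the 3182 features was 0.774, and 86.2% had the same direction. Both mutants were compared with the same 2 wild-type libraries, which by itself gives a correlation. In 100 simulated sets, the libraries of all groups at 37°C, wild-type included, were drawn from the wild-type mean, so the groups were unchanged. Across the same features r then had a median of 0.502 and a highest value of 0.557, and the same-direction share had a median of 66.7%. These sets hold noise alone, while the real features were picked for their changes. They show what noise gives, not what unrelated changes would give. At 30°C, for which no sets were simulated, r between the 2 mutants was 0.550. The gene pfl9 (SPAC186.01) changed in opposite directions, with a log2 fold change of 3.08 in lsd1-ΔHMG and -4.67 in set1Δ.

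**Figure D2:**
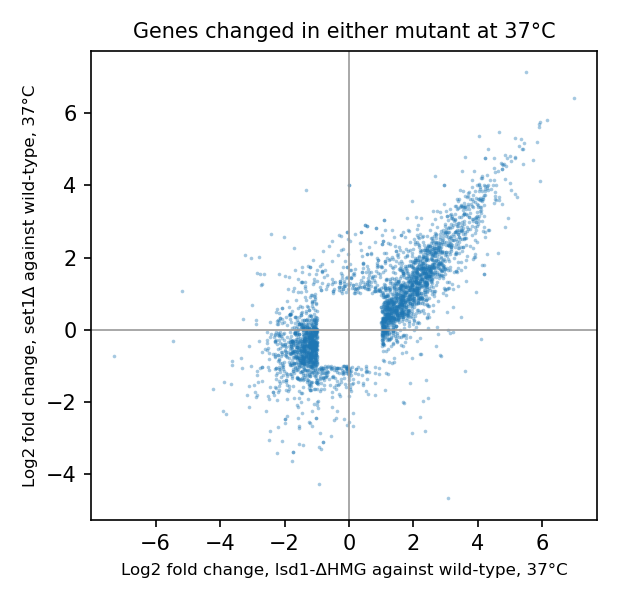
Log2 fold change at 37°C against wild-type in lsd1-ΔHMG (horizontal axis) and set1Δ (vertical axis), 1 point per feature called changed in either mutant. The 3182 points follow a Pearson's r of 0.774.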

The gene expression pattern alteration showed high similarity between *lsd1*-*ΔHMG*, *lsd2-*Δ*C*, and *set1Δ* during heat stress. At least 70% of genes share similar regulation patterns (between *lsd2-*Δ*C* and *set1Δ*) and the highest similarity can reach 90% (between *lsd1*-*ΔHMG* and *lsd2-*Δ*C*) (Fig 4H). We further analyzed and classified those differentially expressed genes according to their functional groups. Those genes participate in metabolic pathways, transcription, biosynthesis, translation, and cell signaling, which are closely related to the stress response pathways (Fig 4I and S2 Table). To conclude, Set1-dependent upregulation of Lsd1/2 proteins is critical for controlling gene expression under heat stress.

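S2 Table lists 245 genes, of which 241 were found and tested. The study picked these genes from the same samples, so their calls are not independent evidence. All 241 were called in both mutants, and 238 changed in one direction, 228 of them higher and 10 lower. The median log2 fold change was 2.73 in lsd1-ΔHMG and 2.02 in set1Δ. By class, the genes called in both mutants in one direction were 86 for metabolic regulation, 40 for transcription, 41 for biosynthetic processes, 37 for translation and 34 for cell signaling and stress. With a fold-change limit of 2 on the log2 scale, 119 of the 241 genes were called in both mutants in one direction. With the offsets for GC content and gene length, chosen after the data were seen, 139 were. The paper draws on protein levels and ubiquitination at 37°C, on the similar expression changes of its mutants and on the functional groups of the altered genes. It concludes that Lsd1/2 proteins raised through Set1 are critical for gene expression under heat stress.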

### CLRC controls Set1 protein level

In budding yeast, Set1 protein levels are reduced in mutants deficient in Swd1, Swd2, Swd3, or Spp1 [102,104,120]. In *S*. *pombe*, Set1 protein amount is differentially affected without COMPASS subunits. Set1 proteins were barely detectable in *swd1Δ* and *swd3Δ* and were noticeably reduced in *swd2Δ* and *spp1Δ* mutants, but were minimally affected by the loss of Ash2, Sdc1, and Shg1 [48]. Since Cul4 is an E3-ubiquitin ligase, we next investigated whether CLRC may regulate Set1 protein level by controlling Set1 degradation through the UPS, thereby modulating the protein levels of Lsd1/2. We, therefore, visualized the levels of fully functional N-terminal Flag-tagged Set1 (Flag-Set1) in wild-type or CLRC mutant cells [48]. We found that the loss of any members in CLRC promotes the protein levels of Set1, both at 30°C or 37°C (Fig 5A), indicating that the intact CLRC restricts the amount of Set1. Next, we investigated whether chromatin-bound Clr4 is necessary for regulating Set1 protein level. The binding of Clr4 to methylated H3K9 is impaired when its chromodomain of Clr4 (*clr4W31G*) is mutated [63]. Although no significant alterations were detected for Flag-Set1 protein levels between wild-type and *clr4W31G* cells at 30°C, the elevated Flag-Set1 is less pronounced in *clr4W31G* compared to *clr4Δ* at 37°C (Fig 5B), indicating that chromatin-bound Clr4 may play a role in regulating Set1 protein level, at least under heat stress. We also investigated the Set1 protein level without Ddb1. Both *cul4-1* or *ddb1Δ* enhanced the amount of Set1 protein, indicating that both CLRC and CRL4 complexes modulate Set1 levels (Fig 5C). *cul4-1* elevates Set1 significantly at 37°C compared to that at 30°C, which is due to the temperature sensitive nature of *cul4-1*. It is possible that Cul4 targets Set1 for degradation through the ubiquitin-proteasome system.

**Fig 5:**
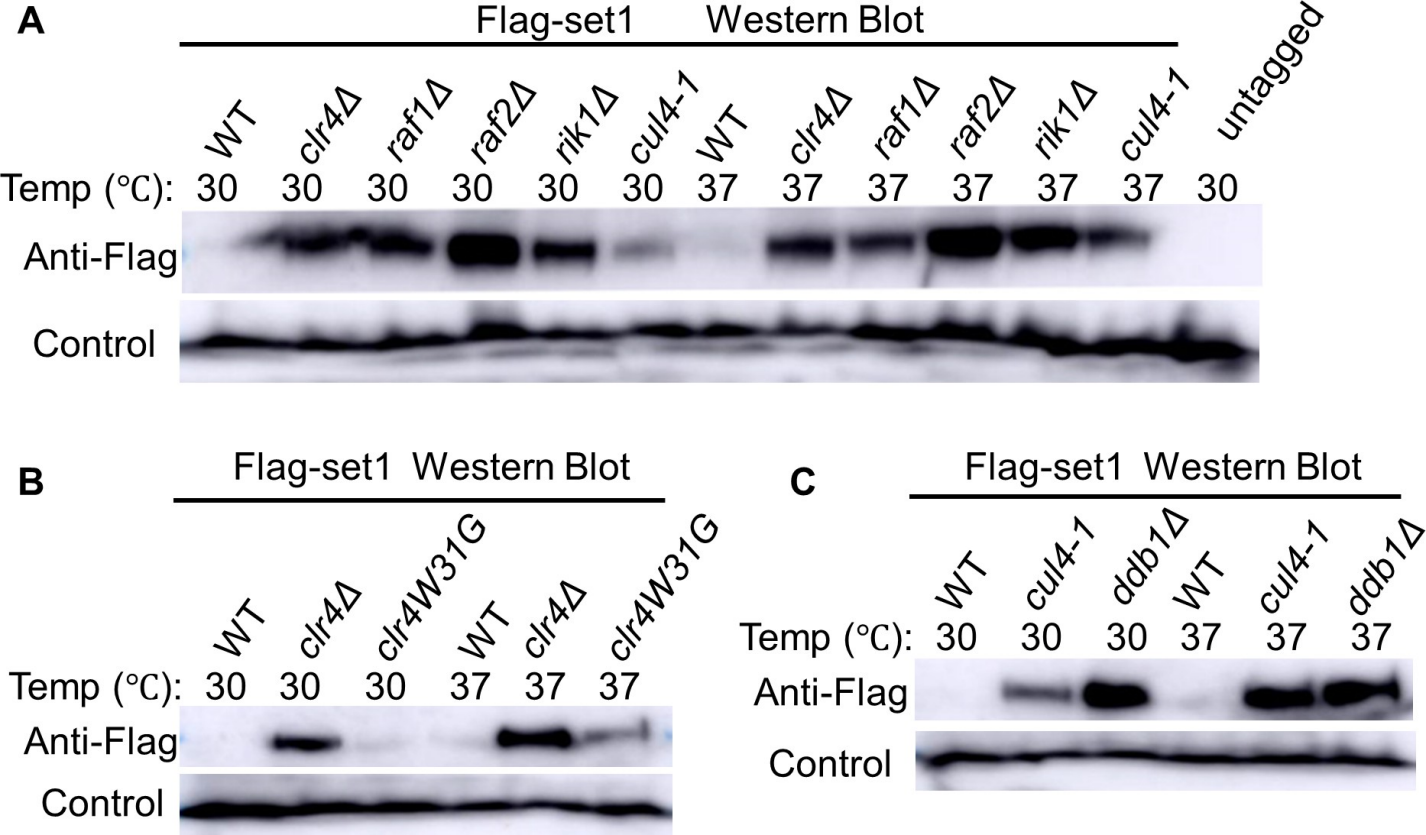
**CLRC controls Set1 protein level.** (A-C) Whole-cell extracts from untagged and Flag-tagged Set1 cells were subjected to SDS-PAGE and western blot using an anti-Flag antibody. The assessed Set1 protein levels in indicated genetic backgrounds at 30°C and 37°C for 2 hours after initial culture at 30°C. Mlo3 levels served as the loading controls.

### HULC is essential for Set1-dependent upregulation of Lsd1/2 proteins under heat stress

The ubiquitination on histone H2B (H2B K119ub) is a prerequisite mark for H3K4 methylation [121–123]. In *S*. *pombe*, it is catalyzed by the histone H2B ubiquitin ligase complex (HULC). Without HULC, no H3K4me occurs [54,124]. In *S*. *cerevisiae*, Set1 is not detectable in the absence of HULC or H2B K123ub [48,125]. In *S*. *pombe*, however, the Set1 protein level is only reduced in the absence of H2B ubiquitination [48]. We confirmed this finding by checking the levels of Flag-tagged Set1 protein with the deletion of Brl1 or Brl2 (Fig 6A). Brl1 and Brl2 both belong to HULC, and their activities are essential for H2B K119 ubiquitination [54,126,127]. In wild-type cells, we observed a significantly increased amount of Set1 at 37°C (Fig 6A), indicating that Set1 is also stabilized during heat stress. Cells without Brl1 or Brl2 do not show a similar increased level of Set1 at 37°C, suggesting that H2B ubiquitination is required for stabilizing Set1 during heat stress (Fig 6A). We also investigated how H2B ubiquitination influences Lsd1/2 proteins. During heat stress, the loss of Brl1 and Brl2 reduces the abundance of Lsd1 (Fig 6B) and Lsd2 (Fig 6C) proteins, which is likely caused by the downregulation of Set1. To figure out whether Lsd1 and Lsd2 are affected by particular histone modifications, especially H3K4me and H2B K119ub, we analyzed Lsd1/2 protein levels in H3K4R and H2B K119R mutants, which are no longer subject to their covalent modifications at these specific sites. At 37°C, only marginal changes in Lsd1 protein levels were observed in H3K4R and H2B-K119R mutants (Fig 6D). However, a significant reduction of Lsd2 was seen in both H3K4R and H2B K119R mutants (Fig 6E), which is consistent with the synergistic role of Lsd2 with H3K4 methylation. The downregulation of Lsd1/2 proteins in H2B K119R mutants is consistent with our observations in *brl1Δ* or *brl2Δ* cells. Overall, we conclude that HULC is required for Set1-dependent upregulation of Lsd1/2 proteins under heat stress.

**Fig 6:**
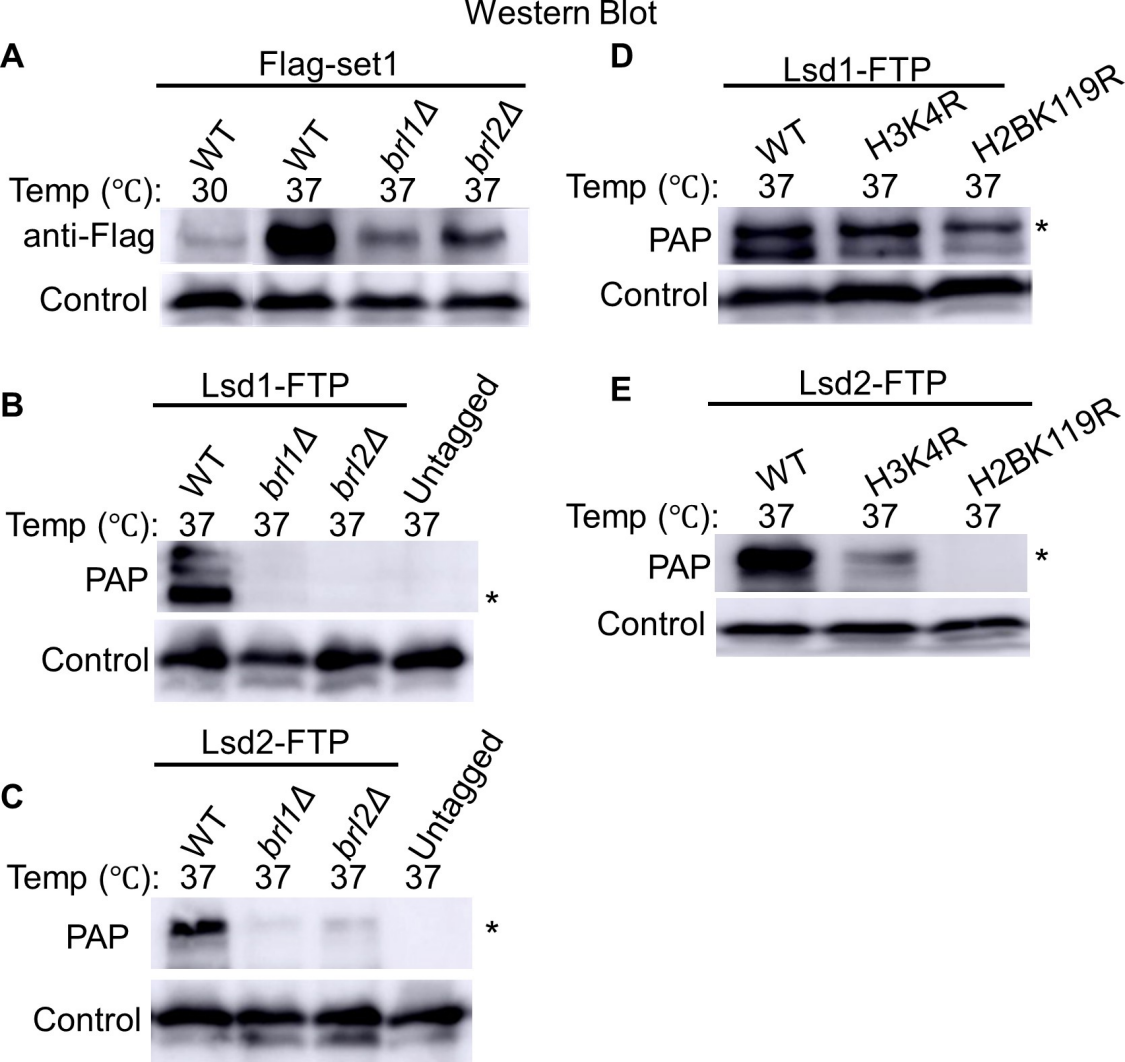
HULC is essential for Set1-dependent upregulation of Lsd1/2 proteins under heat stress. (A) Flag-tagged Set1 levels were assessed via SDS-PAGE and western blot in *brl1Δ* and *brl2Δ* strains during 2-hour heat stress (37°C) after initial culture at 30°C. (B-C) Protein levels of Lsd1-FTP (B) and Lsd2-FTP (C) were examined in *brl1Δ* and *brl2Δ* strains under the same heat stress condition. (D-E) Lsd1-FTP (D) and Lsd2-FTP (E) protein levels were evaluated in H3K4R and H2BK119R backgrounds during a 2-hour heat stress at 37°C. Mlo3 levels were used as loading controls. Asterisks denote the expected full-length size of Lsd1-FTP (B & D) and Lsd2-FTP (C & E).

## Discussion

In recent studies, the functions of Lsd1 and Lsd2 histone demethylases (Lsd1/2) have extended beyond their demethylation catalysis and regulatory pathways [91]. In this study, we unveil a network of cross-regulation, in which two histone lysine methyltransferases with opposing roles in gene expression, Set1 and Clr4, antagonistically control the protein levels of Lsd1/2. While counterintuitive at first glance, the elevation of Lsd protein levels by Set1 could lead to an amplification of Lsd protein activities, which in turn counteract the function of Clr4 and prevent excessive Clr4 activity. This intricate cross-regulation among these enzymes ensures fine-tuned activities, creating a flexible regulatory circuit that upholds cellular homeostasis. These findings broaden the regulatory landscape of the CLRC, COMPASS, and Lsd1/2 complexes, which are vital and highly conserved protein-modifying complexes with diverse roles in genome control and development.

### The C-terminal domains of Lsd1 and Lsd2

Our previous studies have shown that the C-terminals of Lsd1 and Lsd2 are required for gene silencing at heterochromatic regions [91]. The combined absence of RNAi machinery, histone deacetylases (HDACs), and the *lsd1-ΔHMG* and *lsd2-ΔC* mutants intensify the impairments in gene silencing across all constitutive heterochromatin regions [91]. In mammals, LSD1 interacts with different transcriptional repressors, such as Co-REST and HDAC complexes, to promote gene silencing and enhance the repressive chromatin status [128–130]. The TOWER domain offers a binding site for LSD1 to interact with other protein complexes, including Co-REST and HDACs [131–133]. However, in fission yeast, Lsd1 does not possess a TOWER domain. Nevertheless, both the TOWER domain of LSD1 and the HMG domain of Lsd1 exhibit similar DNA-binding activities [131,134]. Our ChIP-Seq data confirmed that both C-terminals of Lsd1 and Lsd2 are involved in chromatin binding, which may explain the gene silencing defect that occurs when the C-terminals of Lsd1 and Lsd2 are lost. While we were surprised to find that the loss of the C-terminal regions does not impact the integrity of the complex (Fig 1D–1G), it does lead to a deficiency in the chromatin binding of Phf1 and Phf2 (Fig 1H). These findings indicate that the HMG domain may not completely overlap in function with the TOWER domain. Phf1 and Phf2 are PHD-domain-containing proteins and are thought to play a role in targeting the Lsd1/2 complex to heterochromatin boundaries and some gene promoter regions or modulating the catalytic specificity of Lsd1 and Lsd2 [76]. Thus, our results suggest that in *S*. *pombe*, Lsd1/2 proteins initially bind to the chromatin, and, subsequently, recruit Phf1 and Phf2 to form the complex, indicating that Phf1 and Phf2 could be further stabilizing the localization of Lsd1 and Lsd2 on chromatin or may function as an adaptor that interacts with additional protein complexes in the same regulatory pathway.

By employing a yeast two-hybrid approach, we established the direct physical interactions between Lsd1, Phf1, and Phf2, thereby providing evidence for the formation of a central protein core. We could not reveal direct interactions between Lsd2 and the other Lsd1/2 complex components (Figs 1J–1K, S4 and S5). In humans, LSD1 and LSD2 possess distinct structures that allow them to associate with distinct protein complexes and localize at different genomic loci [134]. Compared to LSD1, LSD2 lacks the TOWER domain and, therefore, cannot form the stable complex with Co-REST [131,135,136]. In mammals, LSD2 nucleosome-demethylase activity is dependent on a distinct linker peptide originating from the multidomain protein NPAC (a cytokine-like nuclear factor, also named GLYR1 or NP60) [70,137], which has no ortholog in *S*. *pombe*. Although Lsd2 is copurified with Lsd1, Phf1, and Phf2 [72,73,75], it is plausible that certain unidentified proteins in *S*. *pombe* act as adaptors, similar to NPAC, facilitating the assembly of the Lsd1/2 complex.

### The genetic interactions between Set1, Clr4, and Lsd1/2

Genetic interactions offer a valuable approach to investigate the functional connection between gene products. A negative genetic interaction suggests that two genes operate in distinct parallel pathways or lack functional association, while a positive genetic interaction suggests that two genes function either oppositely or in the same pathway [138]. Surprisingly, *lsd2-ΔC* exhibited synthetic lethality when combined with *clr4Δ* but not *set1Δ*, whereas *lsd1-ΔHMG* resulted in synthetic lethality when combined with *set1Δ* but not *clr4Δ* (Fig 2A). Thus, we proposed that Lsd1 operates in a similar pathway to Clr4, while Lsd2 functions in a related pathway to Set1. Indeed, we revealed a positive genetic interaction between *lsd2-ΔC* and *set1Δ* (S1C Fig), aligning with their contrasting roles in modifying H3K4. Additionally, our investigation revealed a physical interaction between Lsd1/2, COMPASS, and CLRC components (Fig 2B–2F), underscoring the significant functional and physical associations between these enzymes (Fig 2A–2F). Moreover, we employed a comprehensive genome-wide approach to examine the involvement of Clr4 and Set1 in regulating Lsd1/2 localization at promoter regions, which shows that although the chromatin binding patterns of Lsd1/2 remain unaffected in *set1Δ* and *clr4Δ* strains, these enzymes do exert control over the binding levels of Lsd1/2 (Figs 2G, 2H, S6 and S7). These findings suggest that Set1 facilitates the accumulation of Lsd1/2 protein, while Clr4 serves to restrict the quantity of Lsd1/2 present.

### Clr4 and Set1 might directly modify Lsd1/2 to modulate their protein levels

While Set1 and Clr4 are known to have crucial roles in transcriptional regulation, our RNA-seq and qRT-PCR analysis revealed that the altered mRNA levels of Lsd1 and Lsd2 are not correlated with the loss of Set1 or Clr4 (S9 Fig). Instead, it appears that Set1 and Clr4 influence Lsd1/2 protein levels through post-transcriptional mechanisms (Figs 2I, S8 and 4). Interestingly, when various components of the COMPASS complex were deleted, we observed a decrease in the abundance of Lsd1 with the exception of Shg1 and Sdc1, and Lsd2 except for Sdc1 (Fig 3A and 3B). Set1 is known to be an unstable protein in budding yeast because the H3K4me level highly affects Set1 stability [125]. Nonetheless, in fission yeast, Set1 is more stable; however, the integrity of the COMPASS complex is still important for maintaining its stability [48]. These findings align with our observation that disruption of COMPASS results in reduced levels of Set1, thereby compromising its stability, and further modulating the levels of Lsd1/2 protein. One interesting result comes from the decreasing level of Lsd2 without Shg1. It has been reported that Shg1 interacts with a Ran-binding protein, Mog1, which is required for H2B ubiquitination and the maintenance of H3K4me3 levels in budding yeast [139]. The loss of Shg1 may impair the function of Mog1, resulting in an H2B ubiquitination defect. This is consistent with our result that Lsd2 is more sensitive to blocked H3K4 methylation and H2B K119 ubiquitination (Fig 6E). Since Lsd2 and Set1 have a positive genetic interaction, Lsd2 may participate in a H2B K119ub-mediated Set1 regulation pathway. While Shg1 is not important for the assembly and integrity of the COMPASS complex, it is the only subunit that restrains H3K4me3 in yeast cells [97,102]. In humans, LSD1 accumulates at DNA double-strand break (DSB) sites, interacts with the E3 ubiquitin ligase RNF168, and further promotes demethylation of H3K4me2 [140,141]. Moreover, H3K9me3 offers binding sites for DNA damage repair machinery suggesting that one plausible function of LSD1 may be the repression of homologous recombination repair [141–143]. Based on these findings, Lsd2 might participate in DNA damage repair pathways like LSD1 in humans. The depletion of another component of the COMPASS complex, Ash2, does not alter the protein level of Set1, but impairs global H3K4me3 and moderately affects H3K4me2 [48]. We noticed a moderate decrease in the protein levels of Lsd1 and Lsd2 in *ash2Δ*, which might be due to the negative feedback regulation to maintain the proper level of H3K4 methylation, at least di-methylation (Fig 3A and 3B).

The substrates of histone methyltransferases or histone demethylases extend beyond histones themselves. For instance, Clr4 methylates specific residues, K165 and K167, within the carboxy-terminal region of Mlo3, a protein involved in RNA export [144]. Clr4 also exhibits auto-methylation on K455 and K472, a mechanism that prevents internal loop formation and inhibits its own enzyme activity [145]. In *S*. *cerevisiae*, Set1 targets the kinetochore protein Dam1, and proper methylation of Dam1 is crucial for normal chromosome segregation [146]. In humans, the homolog of Set1, SETD1A, plays a role in cancer cell proliferation and tumorigenesis by methylating heat shock protein HSP70 and the nucleocytoplasmic shuttling protein YAP [147]. Moreover, in humans, LSD1/KDM1a can be tri-methylated directly by SUV39H2, the homolog of Clr4, at K322, leading to the stabilization of LSD1/KDM1a by inhibiting its polyubiquitination [148]. Studies have indicated that during heat stress, the SWIRM domain-containing protein OsHDMA701, belonging to the LSD1-type subfamily in plants, is highly upregulated [149]. Together, these findings suggest that Clr4 and Set1 might directly methylate Lsd1/2 to regulate their protein levels, and this regulatory network might also exist in the higher eukaryotes.

### The roles of CLRC and COMPASS in Lsd1/2 degradation via UPS

The UPS serves as the primary pathway for protein degradation [39]. Our research has confirmed that Clr4 promotes Lsd1/2 degradation (Fig 4F). One crucial component within the CLRC complex is Cul4, which interacts with an adaptor protein Ddb1 and the associated factor Cdt2, to assemble the Cul4-Ddb1^Cdt2^ E3 ubiquitin ligase complex (CRL4 complex) [78,83,84]. In conjunction with the other two subunits of CLRC, the Cul4-Rik1-Raf1 complex exhibits a similar structure to Cul4-Ddb1^Cdt2^ and functions as an E3 ubiquitin ligase [41,88,89]. Our findings indicate that the loss of Ddb1 only slightly enhances the Lsd1-FTP level while having no significant effect on the Lsd2-FTP level (Fig 3E). This suggests that Lsd1/2 are the likely targets of the Cul4-Rik1-Raf1 complex. Clr4, the core subunit of CLRC, and Raf2, which is proposed to be positioned at the center of the CLRC complex, exhibit direct interactions with most other members [101]. While we are not certain that CLRC directly affects Lsd1/2 stability, our findings suggest that losing Clr4 or Raf2 disassembles CLRC, which likely impairs the Cul4-Rik1-Raf1 complex, potentially blocking the ubiquitination and subsequent degradation of Lsd1/2. In budding yeast, approximately 43% of protein methylation sites have the potential to be targeted for ubiquitination [46]. Knowing this, we propose that Set1 methylates specific lysine residues on Lsd1/2, thereby safeguarding them from entering the UPS. Our future investigations will be dedicated to identifying the precise lysine residues that may be targeted by both E3 ubiquitin ligases and methyltransferases.

### The roles of Set1 and Lsd1/2 under heat stress

The impact of Set1 on stabilizing Lsd1/2 is particularly pronounced during periods of heat stress (Fig 4). We observed a remarkable increase in the protein levels of Lsd1/2 when cells were subjected to heat stress conditions (Fig 4C and 4D), indicating that the functions of Lsd1/2 are vital for cell survival under these circumstances. However, in the absence of Set1, we noted no upregulation of Lsd1 and Lsd2, which coincided with global changes in gene expression under heat stress conditions (Fig 4G–4I). In budding yeast, researchers have found that COMPASS complex mediates repressed gene expression of select groups of genes [150]. H3K4me3 largely enriches at the 3′ end of the genes, and the observed repressive effect is most likely due to 3′ end antisense transcription [151]. It is consistent with our data that 72% of downregulated genes in *lsd1*-*ΔHMG*, *lsd2-*Δ*C*, and *set1Δ* are antisense non-coding RNAs. Lsd1 and Lsd2 also function to repress gene expression [91], which may work coordinately with Set1 to regulate gene expression during heat stress. Set1 itself exhibits upregulation during heat stress (Fig 6A). Previous studies have shown that the protein level of Set1 decreases in the absence of H2B ubiquitination, which is known to impact the stability and activity of chromatin-associated Set1 [48,59]. In our experiments, we clearly observed reduced levels of Set1 during heat stress in the absence of Brl1 and Brl2, both of which are components of the HULC complex for H2B ubiquitination (Fig 6A) [54]. Consequently, the protein levels of Lsd1 and Lsd2 are also downregulated in the *brl1/2Δ* strains during heat stress (Fig 6B and 6C). Disrupting normal H2B K119ub has a similar effect on Set1 and Lsd1/2 protein levels (Fig 6). Previous studies have confirmed that the absence of H2Bub does not influence the integrity of the COMPASS complex in *S*. *pombe* and still maintains the catalytic activity of Set1 *in vitro* [56]. However, H2Bub is required for the association of the COMPASS complex with actively transcribed chromatin [56]. Monoubiquitinated H2B helps to properly position the COMPASS complex to nucleosomes or may lead to a conformational change of the nucleosomes to enhance COMPASS complex activity [121,152]. These observations suggest that the chromatin-bound fraction of Set1 may act as an upstream regulator of Lsd1 and Lsd2. No significant change in Set1 protein level was observed during prior research in H3K4R mutants at the permissive growing temperature [48]. Here, we found that at 37°C, Lsd1 protein levels were barely affected in the H3K4R mutant and moderately decreased in the H2B K119R mutant (Fig 6D). However, an obvious reduction of Lsd2 was seen in the H3 and H2B mutants (Fig 6E), which indicates that the upregulation of Lsd2 during heat stress is dependent on robust H3K4 methylation.

### CLRC complex monitors the protein level of Set1

Additionally, we discovered that the CLRC complex modulates the protein level of Set1, implying that Set1 itself could be a target of the Cul4-Rik1-Raf1 complex (Fig 5A). CLRC may directly regulate the protein levels of Lsd1/2 or indirectly by modulating the protein level of Set1. Furthermore, Set1 could potentially be a substrate by the chromatin-bound CRL4 complex during heat stress (Figs 5B and 6C). A recent study demonstrated that *S*. *pombe* cells generate N-terminal truncated histone demethylase, Epe1, in response to external stress [153]. Epe1 antagonizes heterochromatin assembly, which may involve the removal of excess H3K9 methylation from euchromatic regions [154,155]. The truncated Epe1 accumulates in the cytoplasm and results in more H3K9 methylation-heterochromatin and repression of gene expression [153]. Heterochromatin Protein 1 (HP1) is a highly conserved reader protein of H3K9me2/3, which binds to heterochromatic regions. Previous studies have shown that the deficiency of interaction between HP1 and SUV39H1 (Clr4 homolog in mammals) leads to the degradation of SUV39H1 through the UPS [156]. Since *clr4W31G* demonstrates impaired chromatin-binding, *S*. *pombe* cells may redistribute Clr4 in a similar pathway by producing truncated Epe1.

In summary, our proposed model highlights the role of Set1 in safeguarding the stability of Lsd1/2 proteins by countering degradation through the UPS (Fig 7). Set1 potentially exerts this phenomenon by methylating lysine residues on Lsd1 and Lsd2, which in effect would compete with the ubiquitin E3 ligase and prevent ubiquitination on the same or related sites. Moreover, CLRC, either directly or indirectly, regulates the protein levels of Lsd1/2 and Set1, possibly through the Cul4-Rik1-Raf1 E3 ubiquitin ligase complex.

**Fig 7:**
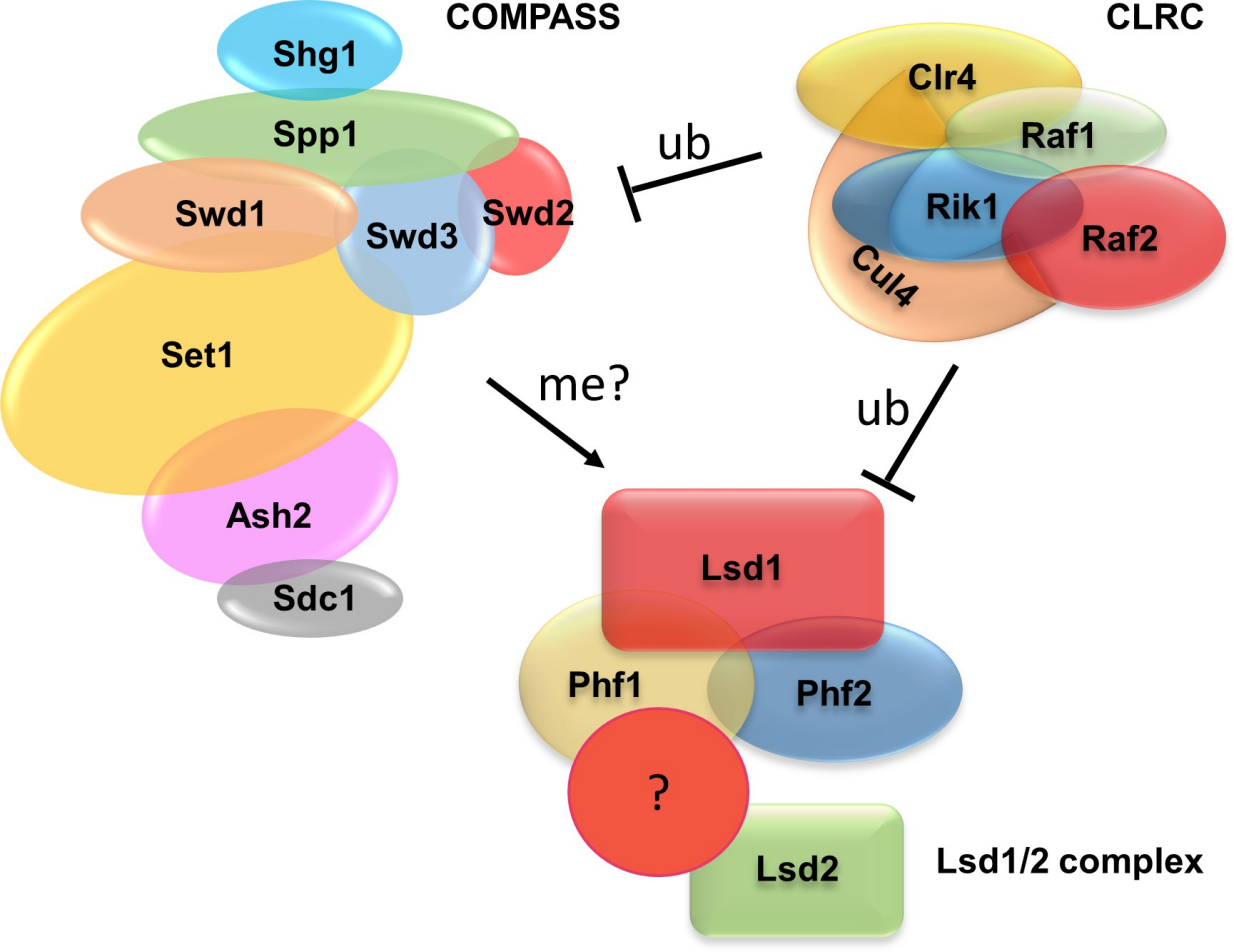
A model depicting the cross-regulation between CLRC, COMPASS, and Lsd1/2 proteins. We propose that CLRC functions as a ubiquitin E3 ligase that potentially targets Lsd1/2 or Set1 and promotes their degradation. Set1 safeguards Lsd1/2 from degradation by methylating the specific lysine residues of Lsd1/2, which competes with ubiquitination from CLRC.

## Materials and methods

### Yeast strains and cultures

*S*. *pombe* strains used in this study are listed in the S3 Table. All oligonucleotides used in generating the strains are listed in the S4 Table. Fission yeast was cultured under standard conditions at permissive temperature (30°C) or heat stress conditions (37°C, 2 hours) in a shaker incubator. Genetic methods and media composition are as previously described [157]. Site-directed mutagenesis for gene deletion and tagging was performed as described previously [158]. Lsd1 and Lsd2 C-terminal truncations were based on the Lsd1-FTP and Lsd2-FTP tagged strains. Strains were generated either by genetic crossing followed by tetrad dissection or through transformation by electroporation. Diploid strains used in the meiotic induction studies were generated by crossing on Edinburgh minimal media (EMM) for 24 hours, followed by the selection of diploids with complementary *ade6*^*+*^ alleles (*ade-210/ade-216*) on selective media lacking adenine (aa-Ade) [159].

### Chromatin Immunoprecipitation (ChIP)

ChIP experiments were performed as previously described [91]. Strains were cultured in 100 mL to the exponential growth phase, and protein-DNA crosslinking was performed with paraformaldehyde with slow shaking for 30 minutes. FTP-tagged ChIP was performed using 50 μL IgG Sepharose (GE Healthcare, 17096901) for 4–6 hours at 4°C. myc-ChIPs that were performed in FTP (Protein A-, TEV cleavage site, and Flag- double epitope-tag) backgrounds were modified. After sonication and fragmentation of chromatin, whole cell extracts were incubated with 50 units of AcTEV protease (Invitrogen Corp., 12575015) and 50μL IgG Sepharose (GE Healthcare, 17096901) at 4°C overnight. Pre-cleared whole cell extracts were then collected after centrifugation at 17,530 × g for 10 min, followed by adding the antibody (Anti-myc, Abcam ab9132). Reverse cross-linking and elution were performed at 65°C overnight. ChIP DNA was purified using DNA purification columns (Thermo Fisher, K0512), and quantified by quantitative-PCR (QuantStudio 3, Applied Biosystems) using SYBR Select Master Mix (Applied Biosystems, 4472908). Statistical analysis was performed using a two-tailed Student’s *t* test. Error bars represent the standard error of the mean (s.e.m.).

### RNA-Seq analysis

RNA-Seq analysis was performed as previously described [91]. Additional datasets were extracted from readily available online accession files and included for comparison (GSE148191) [99,112]. RNA was isolated from *S*. *pombe* strains (each genotype represented by 2 independently derived biological replicates) using the Quick-RNA Miniprep Kit (Zymo Research, R1054) following manufacturer protocols. RNA was recovered in RNase-free water, frozen, and shipped to Novogene where Plant and Animal Eukaryotic Strand Specific mRNA (WOBI) sequencing was performed with standard bioinformatics service (HiSeq PE150; 150 bp paired-end with directional protocol; 9G raw data per sample). Reads were first trimmed of adapters using Trimmomatic v0.39 under the default settings using adaptors from TruSeq2-PE.fa [116]. Each of the 150 bp paired-end RNA-Seq reads for each sample were aligned to the *S*. *pombe* reference genome ASM294v2 [160] using STAR [161], with an average of 3.7 × 10^7^ uniquely mapped reads. For the stranded analysis, to select where reads were only captured from a forward or reverse stranded read, files were filtered using SAMtools flags that corresponded to these specifications [162]. Aligned reads were quantified using FeatureCounts [163] with options -t gene -o fraction, which allowed for the quantification of an average of 3.2 × 10^7^ reads per sample to be assigned to the ASM294v2 genomic feature file. Differential gene expression (DGE) analysis was performed using limma with the—voom extension with Empirical Bayes smoothing of gene-wise standard deviations [164]. An additive model was used where single or double-mutant statuses were treated as covariates [165]. Top DGE genes were those where *P* adjusted ≤ 0.0001, and comparisons were made between wild-type and mutants. Further assessment was done by examining fold change differences that either increased or decreased due to either temperature sensitivity or the influence of an additional mutation. Further assessment was done by filtering Log_2_ fold-change differences either ≥ 2 or ≤ -2 to validate current findings to those of previously reported [91]. RNA-Seq data in this study were deposited in the Gene Expression Omnibus with accession number (GSE246595).

### ChIP-Seq analysis

For ChIP-Seq analysis, sequence libraries were taken from >3 ng/μL of ChIP DNA using standard FTP-ChIP protocol as described above [91,166]. ChIP libraries were prepared and sequenced by Novogene using Illumina PE150, Q30≥80%; 150 bp paired-end. Reads were first trimmed of adapters using Trimmomatic v0.39 under the default settings using adaptors from TruSeq2-PE. fa [167]. The DNA reads were then mapped to the *S*. *pombe* reference genome ASM294v2 55 using bwa mem v0.7.17 [160] with an average of 5.8 × 10^6^ of reads mapped and paired or an average of 96.9% of all reads mapped to the reference genome. Narrow peaks for each strain were identified using MACS2 v2.2.7.1 [168] using the default settings specifically for narrow peak detection. Differential binding was scrutinized first by using BEDTools v2.17.0 [169] closestBed argument and the ASM294v2 annotated feature file.

Once peaks were called, we further scrutinized these peaks to determine fine-scale localization patterns using deepTools [170]. Briefly, Log2 comparisons of each strain to the input were performed using the readCount scale factoring method. Next, our strain comparisons were scaled so that uniform dimensions of 500 bp upstream of the transcription start site, 500 bp downstream of the transcription end site, and region body length of 1500 bp were achieved. After analyzing our peaks from MACS2, we further scrutinized our peaks by performing hierarchical clustering (k = 2) available with deepTools and observed a clear pattern of localization near the promoter region of our genes of interest (Fig 1C). The ChIP-Seq data along with the code for analysis in this study were deposited in the Gene Expression Omnibus with accession number (GSE246596). The wild-type H3K9me2 ChIP-Seq data were published previously and can be accessed publicly in the gene expression omnibus, with accession number GSE119604.

### Co-immunoprecipitation and Western blotting

Co-immunoprecipitation (Co-IP) was carried out as previously described [171]. All Co-IP experiments were performed with a 150 mL starting culture at OD_595_ = 1. Cell pellets were washed with cold 1X PBS and weighed on a fine scale to normalize starting amount. The recommended amount of lysis buffer and glass beads (425–600 μm acid-washed glass beads, Sigma Aldrich) were added [171]. Pellets were subjected to bead beating 3 times for 45 seconds at 4°C, and whole cell extracts (WCE) were obtained by tandem spin tube collection. FTP-tagged Lsd1 and Lsd2 were immunoprecipitated using IgG Sepharose beads (GE Healthcare, 17096901) and incubated on an end-over-end rotator for 4–6 hours at 4°C.

For protein semi-quantitative analysis by western blotting, all cultures were grown to the mid/late exponential growth phase and normalized by spectrophotometry. 4 O.D. of cells were harvested by centrifugation, washed with 1mL of water, and immediately resuspended in 200μL 2X Laemmli Sample Buffer (Bio-Rad, 1610737) with 5% β-mercaptoethanol (BME), and samples were boiled at 95°C for 5 minutes. Acid-washed glass beads were added, and samples were subjected to 5 minutes of bead beating at 4°C. Protein extracts were obtained by tandem spin tube collection, and 15μL of each sample was loaded on a denaturing SDS-PAGE gel.

For all Co-IP and western blotting experiments, SDS-PAGE was performed under denaturing conditions using pre-made 4–15% 20μL TGX gels (Bio-Rad, 4561085) for 10 minutes at 100V followed by 35 minutes at 200V. Trans-Blot Turbo system was used to transfer to a 0.2μm PVDF membrane. Membranes were blocked with 4% skimmed milk powder in 1X PBST (1X PBS with 0.1% Tween 20) and washed 3 times for 5 minutes in 1X PBST. Proteins were detected using the appropriate antibody: Peroxidase anti-peroxidase (PAP, 1:1000, Sigma Aldrich) for FTP-tagged proteins, anti-myc antibody (1:1000, Santa Cruz, sc-789), anti-HA antibody (1:1000, Santa Cruz, sc-805), anti-ubiquitin antibody (1:2000, Cell signaling, 3936S), anti-FLAG M2 (1:1000, Sigma Aldrich, F1804) or anti-Mlo3 antibody (1:1000, not commercially available).

### Yeast two-hybrid assay

The yeast two-hybrid assay was performed utilizing the Matchmaker Gold Yeast Two-Hybrid System (TAKARA Bio, USA, 630489), following the standard protocols. The cDNAs of Lsd1, Lsd2, Phf1, and Phf2 were cloned into the pGBKT7 and pGADT7 vectors, respectively. pGBKT7 vectors with fused bait proteins were transformed into Y2H Gold budding yeast cells, and pGADT7 vectors with fused prey proteins were transformed into Y187 budding yeast cells. After mating Y2H Gold and Y187 cells, the diploids were examined on selective plates. pGBKT7-53 and pGADT7-T were used as the positive control, and pGBKT7-Lam was used as the negative control.

### Dilution assay

Indicated strains were resuspended in 1 mL of sterile deionized water and normalized by optical density (O.D.) using a spectrophotometer. 2 O.D. of cell mixture from each strain were transferred to a sterile 96-well plate, followed by ten-fold serial dilutions in sterile water. Cells were spotted using a 48-pin transfer tool onto rich media (YEA), or rich media with 850 μg/mL 5-fluoroorotic acid (5-FOA) for counter selection against uracil expression inserted at the outer terminal repeat region (*otr1R(Sph1)*::*ura4*^*+*^), or other desired medium plates. All plates were incubated at permissive temperature (30°C) for 2–4 days or until visible colonies appeared in all spots.

### RNA extraction, cDNA synthesis, and qRT-PCR

RNA was extracted from exponentially growing liquid cultures using MasterPure Yeast RNA Purification Kit (Epicentre, MPY03100). During total RNA extraction, samples were incubated at 37°C for 2–4 hours of DNase I treatment to ensure RNA purity as recommended by the manufacturer. Total RNA was normalized across samples using a micro-volume Nanodrop (Thermo Fisher Scientific, ND-2000), and cDNA synthesis was performed using a M-MLV reverse transcriptase enzyme kit (Promega, M1701), with the addition of Oligo-dT (Thermo Fisher Scientific, SO131). A no-RT control was additionally performed on each sample to check for genomic DNA contamination by performing a parallel cDNA synthesis on each sample without the addition of the reverse transcriptase. Semi-quantitative RT-PCR was performed by PCR using gene specific primers for 28–30 cycles, and quantitative real-time PCR was performed with SYBR Select Master Mix (Applied Biosystems, 4472908) in triplicates as compared to a constitutively transcribed control gene (*act1*^*+*^ *or leu1*^+^ gene, refer to primer list in the S4 Table). At least three replicates of each sample were run, and statistical analysis was performed using a Student’s *t*-test. Error bars represent the standard error of the mean.

### Lsd1- and Lsd2-GFP fluorescent imaging

Fresh GFP-tagged *S*. *pombe* cells growing on SC medium were washed three times in 1XPBS buffer and heat-fixed on glass slides. Images were collected on a Zeiss LSM880 confocal microscope (Carl Zeiss MicroImaging, Thornwood, NY) Airyscan system using a Plan-Apochromat 63×/1.4 oil objective lens. Fixed yeast cells were excited at 488 nm with a 490−640 nm emission range and 2.6% laser power. The frame size was maintained at 1268 x1268 pixels, and the pinhole opening was at 4.77 airy units. The Zeiss ZEN black software was used for image acquisition and Airyscan image processing. Quantification of approximately 100 cells per raw image was conducted using Image J software.

### Ubiquitination assay

The Lsd1-FTP *mts2-1*, Lsd1-FTP *mts2-1 set1Δ*, and Lsd2-FTP *mts2-1* strains were cultured at 26°C overnight and transferred to 33°C for 8 hours. The Lsd1/2-FTP, Lsd1/2-FTP *set1Δ*, and Lsd1/2-FTP *clr4Δ* strains were cultured at 30°C overnight and transferred to 37°C for 2 hours. Cells were harvested from 50 mL cultures at OD_595_ of 0.8, washed with water, and flash-frozen in liquid nitrogen. Thawed cells were resuspended in 150 μL lysis buffer (2 mM KH_2_PO_4_, 8 mM Na_2_HPO_4_, 500 mM NaCl, 2.6 mM KCl, 0.05% NP-40, 10% glycerol, 1 mM DTT, Roche complete protease inhibitor cocktail, and 1 mM PMSF) with 1% SDS [111]. Glass beads were added to grind the cells for homogenization. The cell lysate was obtained by spinning and denatured at 100°C for 10 minutes. After diluting the cell lysate by adding 450 μL lysis buffer, cell debris was removed by centrifugation at 17,530 × g for 10 minutes at 4°C. Pre-cleared cell lysate was incubated with IgG Sepharose beads (GE Healthcare, 17096901) for at least 6 hours. The beads were washed in lysis buffer containing 0.1% SDS at least 4 times and all remaining lysis buffer was removed. Protein samples were eluted by HU loading buffer (8 M urea, 200 mM Tris–HCl pH 6.8, 1 mM EDTA, 5% SDS, 0.1% (wt/vol) bromophenol blue, and 1.5% (wt/vol) DTT) and saved for western blotting [111]. The samples were separated on a 4–12% bis–Tris gel, followed by western blotting using an anti-ubiquitin antibody (Cell Signaling Technology 1:1500, 3936S) to detect ubiquitinated Lsd1 or Lsd2.

## Supporting information

S1 Fig Genetic interactions implicate divergent functions of Lsd1 and Lsd2. (A) Serial dilution assays reveal growth defects in *lsd1-ΔHMG* and *lsd2-ΔC* mutants on rich media (YEA) at the permissive temperature (30°C), along with silencing defects at the outer centromeric repeat (*otr1*::*ura4*^*+*^) on 5-FOA. (B-C) Serial dilution assays demonstrate viable genetic interactions between *lsd1-ΔHMG* and *clr4Δ* (B) and between *lsd2-ΔC* and *set1Δ* (C) on rich media (YEA) at the permissive temperature (30°C). (D) A representative tetrad yielded from genetic crosses between *clr4Δ set1Δ* and *lsd1-ΔHMG clr4Δ* (left), or *lsd2-ΔC set1Δ* (right), reveals the lethality of *lsd1-ΔHMG set1Δ clr4Δ* and *lsd2-ΔC set1Δ clr4Δ* triple mutants. (E) qRT-PCR analysis of peri-centromeric *dg/dh* repeats and *cenH* (mating type locus) demonstrates heterochromatin silencing defects in *lsd1-ΔHMG clr4Δ* and *lsd2-ΔC set1Δ* double mutants, with normalization to wild-type (WT = 1). Asterisks denote significance (*p* ≤ 0.05) determined by the Student’s *t*-test. Horizontal lines indicate significance between single mutants and double mutants. Error bars represent the standard error of the mean (s.e.m.).
(TIF) Click here for additional data file.

S2 Fig Mutant lsd1 protein has slightly higher enrichments at constitutive heterochromatin compared to the wild-type. (A-B) Loss of silencing at the peri-centromeric region (A) and the mating type locus (B) in *lsd1-ΔHMG* and *lsd2-ΔC* mutants compared to wild-type (WT) using RNA-seq data are illustrated in blue. Overlayed are wild-type Lsd1 or Lsd2 ChIP-Seq data in black and *lsd1-ΔHMG* or *lsd2-ΔC* ChIP-Seq data in red. The chromosome position is shown on the X-axis, and the Y-axis represents the standardized Log_2_ ratios for Lsd1/2 RNA-Seq and ChIP-Seq (range from -2 to 2) and H3K9me2 ChIP-Seq (range from 0 to 30). H3K9me2 ChIP-Seq showing the heterochromatic regions are highlighted in green. Zoomed-in regions of the red box on the left panel are displayed on the right (A-B). Figures were generated using the Integrated Genome Browser (IGB).
(TIF) Click here for additional data file.

S3 Fig Lsd1 and Lsd2 robustly bind to the *sah1*^*+*^ promoter. ChIP-Seq peaks showcase the localization of Lsd1/2 at the *sah1*^*+*^ promoter region, with *sah1*^+^ schematic denoted on the X-axis. Arrows besides the *sah1*^*+*^ *gene* pinpoint the oligo positions mentioned in Fig 1H. The Y-axis displays standardized (range from 0 to 6) Log_2_ fold enrichments to untagged control. This figure was generated using the Integrated Genome Browser (IGB).
(TIF) Click here for additional data file.

S4 Fig Lsd2-BD and Phf1-BD strains exhibit self-activation of reporter genes without requiring a Gal4 activating domain (AD). (A-B) When combined with an empty vector as a negative control in the yeast two-hybrid system, Lsd1-AD, Lsd1-BD, Lsd2-AD, Phf2-BD, Phf1-AD, and Phf2-AD do not induce reporter gene expression. (C-D) Lsd2-BD and Phf1-BD autonomously triggered the expression of reporter genes when combined with an empty AD vector. These colonies exhibited growth on two selective plates: (A & C) medium lacking leucine and tryptophan but containing X-α-gal (-Leu -Trp +X-α-gal) and (B & D) medium without adenine, leucine, and tryptophan (-Ade -Leu -Trp).
(TIF) Click here for additional data file.

S5 Fig Lsd1 directly interacts with Phf1 and Phf2, but Lsd2 lacks direct interactions with Lsd1 or Phf2. (A-B) Serial dilution assays show direct interactions between Lsd1 with Phf1 and Phf2. In contrast, Lsd2 does not engage in direct interactions with either Lsd1 or Phf2. Colonies on two selective plates confirm these interactions: (A) medium lacking leucine and tryptophan but supplemented with X-α-gal (-Leu -Trp +X-α-gal) and (B) medium without adenine, leucine, and tryptophan (-Ade -Leu -Trp).
(TIF) Click here for additional data file.

S6 Fig Clr4 and Set1 deletions affect Lsd1 enrichments at different genomic loci. ChIP-Seq peaks for Lsd1 at specified genetic backgrounds reveal its localization in two distinct loci on each chromosome. The X-axis shows the genomic position on each indicated chromosome. The Y-axis represents standardized Log_2_ fold enrichments (range from 0 to 8) compared to the untagged control. This figure was made using the Integrated Genome Browser (IGB).
(TIF) Click here for additional data file.

S7 Fig Deletions of Clr4 and Set1 have distinct effects on Lsd2 enrichments at various genomic sites. The ChIP-Seq peaks for Lsd2 in indicated genetic contexts highlight its positioning at two specific loci on each chromosome. The X-axis indicates the genomic position on each indicated chromosome, and the Y-axis represents standardized Log_2_ fold enrichments (range from 0 to 8) relative to the untagged control. This figure was generated in the Integrated Genome Browser (IGB).
(TIF) Click here for additional data file.

S8 Fig The removal of Clr4 and Set1 has opposing effects on the levels of Lsd1- and Lsd2-GFP. (A-B) Lsd1-GFP (A) and Lsd2-GFP (B) in indicated genetic backgrounds were imaged using a Zeiss LSM880 confocal microscope. (C-D) Quantification of approximately 100 cells per raw image was conducted using Image J software. Lsd1-GFP (C); Lsd2-GFP (D). Asterisks denote significance (*p* ≤ 0.05) determined by the Student’s *t*-test. Horizontal lines indicate significance between wild-type and mutants. Error bars represent the standard error of the mean (s.e.m.).
(TIF) Click here for additional data file.

S9 Fig The variations in Lsd protein levels cannot be attributed to changes in mRNA levels. (A -B) RNA-Seq analysis compares normalized RNA-Seq reads (RPKB) aligned with the genomic locus of Lsd1 (A) and Lsd2 (B) in *clr4Δ* or *set1Δ* backgrounds to those in the wild type. The data reveals that the loss of Clr4 or Set1 has a minimal impact on the overall mRNA levels of *lsd1*^*+*^ and *lsd2*^*+*^. The graphical representation was generated using the Integrated Genome Browser (IGB). (C-D) Quantitative RT-PCR analysis of *lsd1*^*+*^ (C) and *lsd2*^*+*^ (D) mRNA levels reinforce the observation that changes in mRNA levels in *clr4Δ* and *set1Δ* do not align with variations in Lsd1 and Lsd2 protein levels when normalized to wild-type (WT = 1). Asterisks indicate statistical significance (*p* ≤ 0.05) as determined by the Student’s *t*-test when comparing the indicated samples with WT values. Error bars represent the standard error of the mean (s.e.m.).
(TIF) Click here for additional data file.

S10 Fig During heat stress, Lsd1 and Lsd2 transcripts show minimal changes. (A-B) We analyzed normalized RNA-Seq reads (RPKB) aligned to the genomic loci of *lsd1*^*+*^ (A) and *lsd2*^*+*^ (B) in wild-type cells at both 30°C and 37°C. Additionally, we assessed the mRNA levels of *lsd1*^*+*^ and *lsd2*^*+*^ in a *set1Δ* background at 37°C. Graphs were made using the Integrated Genome Browser (IGB). (C-D) qRT-PCR analysis of *lsd1*^*+*^ mRNA levels (C) and *lsd2*^*+*^ mRNA levels (D) demonstrate the impact of heat stress on Lsd1/2 transcription, with or without Set1, normalized to wild-type (WT = 1). Statistical significance (*p* ≤ 0.05) is indicated by asterisks, determined by the Student’s *t*-test when comparing the indicated samples with WT values. Error bars represent the standard error of the mean (s.e.m.).
(TIF) Click here for additional data file.

S1 Table RNA-seq data for *set1Δ*, *lsd1-ΔHMG* and *lsd2-ΔC* under 37°C. (XLSX) Click here for additional data file.

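S1 Table gives log2 fold changes for 930 features in lsd1-ΔHMG, of which 920 were found and tested. All 920 had the same sign here, with a Pearson's r of 0.99975 across features, and 874 (95.0%) were called. For set1Δ it lists 576 features, of which 562 were found and tested, with r of 0.999965, and 558 (99.3%) were called. With the offsets for GC content and gene length, chosen after the data were seen, 48.7% of these features were called in lsd1-ΔHMG and 60.0% in set1Δ. A further 1943 features in lsd1-ΔHMG and 1113 in set1Δ were called here and are not in S1 Table.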

S2 Table Gene Ontology of most differently expressed genes under 37°C. (XLSX) Click here for additional data file.

S3 Table List of strains used in this study. (PDF) Click here for additional data file.

S4 Table List of oligonucleotides used in this study. (PDF) Click here for additional data file.

S1 Data Supplementary data related to Figs 1C, 2G and 2H (combined peaks). (XLSX) Click here for additional data file.

S2 Data Supplementary data related to Figs 1C, 2G and 2H (combined clusters). (XLSX) Click here for additional data file.

S3 Data Supplementary data related to Fig 1H. (XLS) Click here for additional data file.

S4 Data Supplementary data related to Fig 4H. (CSV) Click here for additional data file.

S5 Data Supplementary data related to S8 Fig. (XLSX) Click here for additional data file.

S6 Data Supplementary data related to S9 Fig. (XLSX) Click here for additional data file.

S7 Data Supplementary data related to S10 Fig. (XLSX) Click here for additional data file.

# Supplementary material for: The Cross-Regulation Between Set1, Clr4, and Lsd1/2 in Schizosaccharomyces pombe
**Source:** PLoS Genet. 2024 Jan 5;20(1):e1011107. doi: 10.1371/journal.pgen.1011107
**Supplement:** S3 Table

**S3 Table.** List of strains used in this study (1 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>    | <i>leu1</i>             | <i>ade6</i>      | <i>his2</i>       | <i>ura4</i>          | Epigenetic Reporter                           | Mutation                                     |
|--------------------------------|---------------|-------------------------|------------------|-------------------|----------------------|-----------------------------------------------|----------------------------------------------|
| SPWF114                        | h+            | <i>leu1-32</i>          | 210              | <i>plus</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | -                                            |
| SPFM115                        | Mat1<br>Msmto | <i>leu1-32</i>          | 216              | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | -                                            |
| SPFM329                        | Mat1<br>Msmto | <i>leu1-32</i>          | 216              | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>Lsd1-FTP::NatN2</i>                       |
| SPFM370                        | Mat1<br>Msmto | <i>leu1-32</i>          | 210<br>or<br>216 | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>Lsd2-FTP::NatN2</i>                       |
| SPHL203                        | h+            | <i>leu1-32</i>          | 216              | <i>plus</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>Lsd1-FTP::NatN2</i>                       |
| SPHL135                        | h+            | <i>leu1-32</i>          | 210              | <i>plus</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+?</i>                    | <i>Lsd2-FTP::NatN2</i>                       |
| SPJT437                        | Mat1<br>Msmto | <i>leu1-32</i>          | 210              | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>lsd1-ΔHMG-FTP::NatN2</i>                  |
| SPJT441                        | Mat1<br>Msmto | <i>leu1-32</i>          | 216              | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>lsd2-ΔC-FTP::NatN2</i>                    |
| SPWF73                         | diploid       | <i>leu1-32//leu1-32</i> | 210//<br>216     | <i>his2//plus</i> | <i>DS/E//DS/E</i>    | <i>otr1R(Sph1)::ura4+//otr1R(Sph1)::ura4+</i> | -                                            |
| SPJT475                        | h90           | <i>leu1-32</i>          | 210<br>or<br>216 | <i>his2</i>       | <i>DS/E or ura4+</i> | <i>otr1R(Sph1)::ura4+?</i>                    | <i>lsd1-ΔHMG-FTP::NatN2</i>                  |
| SPJT476                        | h90           | <i>leu1-32</i>          | 210<br>or<br>216 | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+?</i>                    | <i>lsd2-ΔC-FTP::NatN2</i>                    |
| SPFM401                        | h+            | <i>leu1-32</i>          | 216              | <i>plus</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf1-myc::kanMX</i>                       |
| SPJC144                        | Mat1<br>Msmto | <i>leu1-32</i>          | 210<br>or<br>216 | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+?</i>                    | <i>lsd1-ΔHMG-FTP::NatN2, Phf1-myc::kanMX</i> |
| SPJC129                        | Mat1<br>Msmto | <i>leu1-32</i>          | 210<br>or<br>216 | <i>his2</i>       | <i>DS/E</i>          | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf1-myc::kanMX, Lsd1-FTP::NatN2</i>      |

**S3 Table.** List of strains used in this study (2 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>     | <i>leu1</i>    | <i>ade6</i>      | <i>his2</i> | <i>ura4</i> | Epigenetic Reporter       | Mutation                                     |
|--------------------------------|----------------|----------------|------------------|-------------|-------------|---------------------------|----------------------------------------------|
| SPFM607                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 216              | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf1-myc::kanMX, Lsd1-FTP::NatN2</i>      |
| SPFM612                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 216              | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf1-myc::kanMX, Lsd1-ΔHMG-FTP::NatN2</i> |
| SPFM404                        | h+             | <i>leu1-32</i> | 216              | <i>plus</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf2-myc::kanMX</i>                       |
| SPJC136                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf2-myc::kanMX, Lsd1-FTP::NatN2</i>      |
| SPJC154                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf2-myc::kanMX, Lsd1-ΔHMG-FTP::NatN2</i> |
| SPJC138                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf2-myc::kanMX, Lsd1-FTP::NatN2</i>      |
| SPJC155                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf2-myc::kanMX, Lsd1-ΔHMG-FTP::NatN2</i> |
| SPJC160                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf1-myc::kanMX, Lsd2-FTP::NatN2</i>      |
| SPJC78                         | h+             | <i>leu1-32</i> | 210<br>or<br>216 | <i>plus</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf1-myc::kanMX, lsd2-ΔC-FTP::NatN2</i>   |
| SPJC161                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf1-myc::kanMX, Lsd2-FTP::NatN2</i>      |
| SPJC79                         | h+             | <i>leu1-32</i> | 210<br>or<br>216 | <i>plus</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf1-myc::kanMX, lsd2-ΔC-FTP::NatN2</i>   |
| SPJC164                        | Mat1<br>Msmst0 | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i> | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i> | <i>Phf2-myc::kanMX, Lsd2-FTP::NatN2</i>      |

**S3 Table.** List of strains used in this study (3 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>                  | <i>leu1</i>                               | <i>ade6</i>      | <i>his2</i>                      | <i>ura4</i>                | Epigenetic Reporter                           | Mutation                                          |
|--------------------------------|-----------------------------|-------------------------------------------|------------------|----------------------------------|----------------------------|-----------------------------------------------|---------------------------------------------------|
| SPJC84                         | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf2-myc::kanMX, lsd2-ΔC-FTP::NatN2</i>        |
| SPJC165                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf2-myc::kanMX, Lsd2-FTP::NatN2</i>           |
| SPJC88                         | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf2-myc::kanMX, lsd2-ΔC-FTP::NatN2</i>        |
| SPJC82                         | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf1-myc::kanMX, lsd2-ΔC-FTP::NatN2</i>        |
| SPJC132                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf1-myc::kanMX, Lsd1-FTP::NatN2</i>           |
| SPJC146                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>Phf1-myc::kanMX, Lsd1-ΔHMG-FTP::NatN2</i>      |
| SPG1407                        | <i>h90</i>                  | <i>leu1</i> -<br>32                       | 216              | <i>his2</i><br>or<br><i>plus</i> | <i>DS/E</i>                | -                                             | <i>clr4Δ::kanMX</i>                               |
| SPJT502                        | <i>diploid</i>              | <i>leu1</i> -<br>32// <i>leu1</i> -<br>32 | 210//<br>216     | <i>his2</i> //<br><i>plus</i>    | <i>DS/E</i> // <i>DS/E</i> | <i>otr1R(Sph1)::ura4+//otr1R(Sph1)::ura4+</i> | <i>lsd1-ΔHMG-FTP::NatN2//lsd1-ΔHMG-FTP::NatN2</i> |
| KZ569                          | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210              | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>clr4Δ::kanMX</i>                               |
| JT531                          | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210              | <i>plus</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>clr4Δ::kanMX, lsd1-ΔHMG-FTP::NatN2</i>         |
| JT459                          | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210              | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>set1Δ::kanMX</i>                               |
| JT458                          | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -<br>32                       | 210<br>or<br>216 | <i>his2</i>                      | <i>DS/E</i>                | <i>otr1R(Sph1)::ura4+</i>                     | <i>set1Δ::kanMX, lsd1-C2-FTP::NatN2</i>           |

**S3 Table.** List of strains used in this study (4 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>                  | <i>leu1</i>     | <i>ade6</i>      | <i>his2</i> | <i>ura4</i>        | Epigenetic Reporter        | Mutation                                                              |
|--------------------------------|-----------------------------|-----------------|------------------|-------------|--------------------|----------------------------|-----------------------------------------------------------------------|
| SPFM348                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 210<br>or<br>216 | <i>his2</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd1-FTP::NatN2</i> ,<br><i>clr4Δ::kanMX</i>                       |
| SPFM337                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 210<br>or<br>216 | <i>his2</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd1-FTP::NatN2</i> ,<br><i>set1Δ::kanMX</i>                       |
| SPFM335                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 210<br>or<br>216 | <i>his2</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd1-FTP::NatN2</i> ,<br><i>clr4Δ::kanMX</i> , <i>set1Δ::kanMX</i> |
| SPFM340                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 210<br>or<br>216 | <i>his2</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> ,<br><i>clr4Δ::kanMX</i>                       |
| SPFM341                        | <i>h+</i>                   | <i>leu1</i> -32 | 210<br>or<br>216 | <i>plus</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> ,<br><i>clr4Δ::kanMX</i> , <i>set1Δ::kanMX</i> |
| SPFM344                        | <i>h+</i>                   | <i>leu1</i> -32 | 210<br>or<br>216 | <i>plus</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> ,<br><i>set1Δ::kanMX</i>                       |
| SPKZ165                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 210              | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Raf2-myc::kanMX</i>                                                |
| SPFM614                        | <i>h+</i>                   | <i>leu1</i> -32 | 216              | <i>plus</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Raf2-myc::kanMX</i> , <i>Lsd1-FTP::NatN2</i>                       |
| SPFM627                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 216              | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Swd2-GFP-HA::kanMX</i>                                             |
| SPFM624                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 216              | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Swd2-GFP-HA::kanMX</i> , <i>Lsd1-FTP::NatN2</i>                    |
| SPHL152                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 216              | <i>his2</i> | <i>DS/E or D18</i> | <i>otr1R(Sph1)::ura4+?</i> | <i>Swd2-GFP-HA::kanMX</i>                                             |
| SPHL151                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 216              | <i>his2</i> | <i>DS/E or D18</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Swd2-GFP-HA::kanMX</i> , <i>Lsd2-FTP::NatN2</i>                    |
| SPHL158                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1</i> -32 | 216              | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+?</i> | <i>Raf2-myc::kanMX</i>                                                |

**S3 Table.** List of strains used in this study (5 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>        | <i>leu1</i>    | <i>ade6</i> | <i>his2</i> | <i>ura4</i>        | Epigenetic Reporter        | Mutation                                        |
|--------------------------------|-------------------|----------------|-------------|-------------|--------------------|----------------------------|-------------------------------------------------|
| SPHL157                        | <i>h+</i>         | <i>leu1-32</i> | 216         | <i>plus</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Raf2-myc::kanMX</i> , <i>Lsd2-FTP::NatN2</i> |
| SPJT696                        | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216 or 210  | <i>his2</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd1-FTP::NatN2</i> , <i>set1Δ::kanMX</i>    |
| SPAA115                        | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E or D18</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> , <i>spp1Δ::kanMX</i>    |
| SPAA79                         | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>swd1Δ::kanMX</i> , <i>Lsd1-FTP::NatN2</i>    |
| SPAA68                         | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> , <i>swd3Δ::kanMX</i>    |
| SPJC53                         | <i>h+</i>         | <i>leu1-32</i> | 210         | <i>plus</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> , <i>swd2Δ::kanMX</i>    |
| SPJC36                         | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> , <i>swd2Δ::kanMX</i>    |
| SPJC7                          | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> , <i>shg1Δ::kanMX</i>    |
| SPJC9                          | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> , <i>sd1Δ::kanMX</i>     |
| SPJT697                        | <i>h+</i>         | <i>leu1-32</i> | 216 or 210  | <i>plus</i> | ?                  | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> , <i>set1Δ::kanMX</i>    |
| SPAA121                        | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E or D18</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> , <i>spp1Δ::kanMX</i>    |
| SPAA123                        | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E or D18</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> , <i>swd1Δ::kanMX</i>    |
| SPJC44                         | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> , <i>swd3Δ::kanMX</i>    |
| SPJC51                         | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> , <i>swd2Δ::kanMX</i>    |
| SPJC48                         | <i>Mat1 Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> , <i>ash2Δ::kanMX</i>    |

**S3 Table.** List of strains used in this study (6 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>                  | <i>leu1</i>    | <i>ade6</i>      | <i>his2</i>                              | <i>ura4</i> | Epigenetic Reporter        | Mutation                                        |
|--------------------------------|-----------------------------|----------------|------------------|------------------------------------------|-------------|----------------------------|-------------------------------------------------|
| SPJC22                         | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> ,<br><i>shg1Δ::kanMX</i> |
| SPJC13                         | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 216              | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> ,<br><i>sdclΔ::kanMX</i> |
| SPJT692                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 216<br>or<br>210 | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> ,<br><i>clr4Δ::kanMX</i> |
| SPUG236                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 216              | <i>his2</i>                              | ?           | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> ,<br><i>raf1Δ::kanMX</i> |
| SPUG255                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 210              | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd1-FTP::NatN2</i> ,<br><i>rik1Δ::kanMX</i> |
| SPUG266                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 216              | <i>his2?</i><br><i>his3</i><br><i>D1</i> | ?           | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd1-FTP::NatN2</i> ,<br><i>raf2Δ::kanMX</i> |
| SPHL106a                       | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | ?                | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd1-FTP::NatN2</i> , <i>cul4-1::kanMX</i>   |
| SPJT694a                       | <i>h+</i>                   | <i>leu1-32</i> | 216<br>or<br>210 | <i>plus</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> ,<br><i>clr4Δ::kanMX</i> |
| SPFM471                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | ?                | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>Lsd2-FTP::NatN2</i> ,<br><i>raf1Δ::kanMX</i> |
| SPUG284                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 216              | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> ,<br><i>rik1Δ::kanMX</i> |
| SPUG279                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 210              | <i>his2</i>                              | ?           | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> ,<br><i>raf2Δ::kanMX</i> |
| SPFM374                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> , <i>cul4-1::kanMX</i>   |
| SPUG311                        | <i>Mat1</i><br><i>Msmt0</i> | <i>leu1-32</i> | 210<br>or<br>216 | <i>his2</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>  | <i>ddb1Δ::NAT</i> , <i>Lsd1-FTP::NatN2</i>      |
| SPHL136                        | <i>h+</i>                   | <i>leu1-32</i> | 210              | <i>plus</i>                              | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+?</i> | <i>ddb1Δ::NAT</i> , <i>Lsd2-FTP::NatN2</i>      |

**S3 Table.** List of strains used in this study (7 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>            | <i>leu1</i>    | <i>ade6</i> | <i>his2</i>  | <i>ura4</i> | Epigenetic Reporter                              | Mutation                                              |
|--------------------------------|-----------------------|----------------|-------------|--------------|-------------|--------------------------------------------------|-------------------------------------------------------|
| SPHL108a                       | <i>h+</i>             | <i>leu1-32</i> | <i>?</i>    | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?</i>                       | <i>Lsd1-FTP::NatN2, mts2-1</i>                        |
| SPHL109                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | <i>?</i>    | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?</i>                       | <i>Lsd2-FTP::NatN2, mts2-1</i>                        |
| SPHL119a                       | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | <i>?</i>    | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?</i>                       | <i>Lsd1-FTP::NatN2, mts2-1,<br/>set1Δ::kanMX</i>      |
| SPHL126                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i>  | <i>DS/E</i> | <i>ura5-14, lys7-2?</i>                          | <i>FLAG(3X)-Set1</i>                                  |
| SPHL128                        | <i>h+</i>             | <i>leu1-32</i> | 210         | <i>plus</i>  | <i>D18</i>  | <i>otr1R(Sph1)::ura4+</i>                        | <i>FLAG(3X)-Set1, clr4Δ::kanMX,</i>                   |
| SPHL149                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 216         | <i>his2?</i> | <i>?</i>    | <i>otr1R(Sph1)::ura4+?,<br/>ura5-14? lys7-2?</i> | <i>FLAG(3X)-Set1, raf1Δ::kanMX,</i>                   |
| SPHL161                        | <i>h+</i>             | <i>leu1-32</i> | 216         | <i>plus</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?,<br/>ura5-14? lys7-2?</i> | <i>FLAG(3X)-Set1, raf2Δ::kanMX,</i>                   |
| SPHL144                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?,<br/>ura5-14? lys7-2?</i> | <i>FLAG(3X)-Set1, rik1Δ::kanMX,</i>                   |
| SPHL137                        | <i>h+</i>             | <i>leu1-32</i> | 216         | <i>plus</i>  | <i>D18</i>  | <i>otr1R(Sph1)::ura4+</i>                        | <i>FLAG(3X)-Set1, cul4-1::kanMX,</i>                  |
| SPHL140                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i>  | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>                        | <i>FLAG(3X)-Set1, clr4W31G<br/>(sensitive to FOA)</i> |
| SPHL155                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?,<br/>ura5-14? lys7-2?</i> | <i>FLAG(3X)-Set1, ddb1Δ::NatN2</i>                    |
| SPHL240a                       | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | <i>?</i>    | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?,<br/>ura5-14? lys7-2?</i> | <i>FLAG(3X)-Set1, brl1Δ::kanMX,</i>                   |
| SPHL228a                       | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | <i>?</i>    | <i>his2</i>  | <i>?</i>    | <i>otr1R(Sph1)::ura4+?,<br/>ura5-14? lys7-2?</i> | <i>FLAG(3X)-Set1, brl2Δ::kanMX,</i>                   |
| SPHL202                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 216         | <i>his2</i>  | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>                        | <i>Lsd1-FTP::NatN2,<br/>brl1Δ::kanMX</i>              |
| SPHL206                        | <i>h+</i>             | <i>leu1-32</i> | 216         | <i>plus</i>  | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+</i>                        | <i>Lsd1-FTP::NatN2,<br/>brl2Δ::kanMX</i>              |
| SPHL208                        | <i>Mat1<br/>Msm10</i> | <i>leu1-32</i> | 210         | <i>his2</i>  | <i>DS/E</i> | <i>otr1R(Sph1)::ura4+?</i>                       | <i>Lsd2-FTP::NatN2,<br/>brl1Δ::kanMX</i>              |

**S3 Table.** List of strains used in this study (8 of 10)

| Strains<br>( <i>S. pombe</i> ) | <i>mat</i>        | <i>leu1</i>    | <i>ade6</i> | <i>his2</i> | <i>ura4</i>        | Epigenetic Reporter        | Mutation                                                    |
|--------------------------------|-------------------|----------------|-------------|-------------|--------------------|----------------------------|-------------------------------------------------------------|
| SPHL212                        | <i>h+</i>         | <i>leu1-32</i> | 216         | <i>plus</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+?</i> | <i>Lsd2-FTP::NatN2</i> ,<br><i>brl2Δ::kanMX</i>             |
| SPHL236                        | <i>Mat1 Msmt0</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E or D18</i> | -                          | <i>hht1/2/3 K4R</i> , <i>Lsd1-FTP::NatN2</i>                |
| SPHL237                        | <i>Mat1 Msmt0</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E or D18</i> | -                          | <i>hht1/2/3 K4R</i> , <i>Lsd2-FTP::NatN2</i>                |
| SPHL238                        | <i>Mat1 Msmt0</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+?</i> | <i>H2B-K119R(3X)FLAG::kanMX</i> ,<br><i>Lsd1-FTP::NatN2</i> |
| SPHL239                        | <i>Mat1 Msmt0</i> | <i>leu1-32</i> | 210         | <i>his2</i> | <i>DS/E</i>        | <i>otr1R(Sph1)::ura4+?</i> | <i>H2B-K119R(3X)FLAG::kanMX</i> ,<br><i>Lsd2-FTP::NatN2</i> |

| Strains<br>( <i>S. cerevisiae</i> ) | Genotype                                                                                                                                                                                                                                                       | Reporters                           | Transformation Markers    |
|-------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|---------------------------|
| Y2H Gold                            | <i>MATa</i> , <i>trp1-901</i> , <i>leu2-3</i> , <i>112</i> , <i>ura3-52</i> ,<br><i>his3-200</i> , <i>gal4Δ</i> , <i>gal80Δ</i> ,<br><i>LYS2::GAL1UAS–Gal1TATA–His3</i> ,<br><i>GAL2UAS–Gal2TATA–Ade2</i> <i>URA3::</i><br><i>MEL1UAS–Mel1TATA AUR1-C MEL1</i> | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y187                                | <i>MATa</i> , <i>ura3-52</i> , <i>his3-200</i> , <i>ade2-101</i> ,<br><i>trp1-901</i> , <i>leu2-3</i> , <i>112</i> , <i>gal4Δ</i> , <i>gal80Δ</i> ,<br><i>met–</i> , <i>URA3::GAL1UAS–Gal1TATA–</i><br><i>LacZ</i> , <i>MEL1</i>                               | MEL1, LacZ                          | <i>trp1</i> , <i>leu2</i> |
| Y2HGold<br>[pGBKT7-53]              | The same genotype as Y2H gold,<br>transformed pGBKT7-53 plasmid                                                                                                                                                                                                | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i>               |
| Y187<br>[pGADT7- T]                 | The same genotype as Y187,<br>transformed pGADT7- T plasmid                                                                                                                                                                                                    | MEL1, LacZ                          | <i>leu2</i>               |

**S3 Table.** A list of strains used in this study (9 of 10)

| Strains<br>( <i>S. cerevisiae</i> ) | Genotype                                                           | Reporters                           | Transformation<br>Markers |
|-------------------------------------|--------------------------------------------------------------------|-------------------------------------|---------------------------|
| Y2HGold<br>[pGBKT7-<br>Lam]         | The same genotype as Y2H gold+,<br>transformed pGBKT7-Lam plasmid  | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i>               |
| Y2H 1                               | The same genotype as Y2H gold+,<br>transformed pGBKT7-Lsd1 plasmid | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i>               |
| Y2H 2                               | The same genotype as Y2H gold+,<br>transformed pGBKT7-Lsd2 plasmid | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i>               |
| Y2H 3                               | The same genotype as Y2H gold+,<br>transformed pGBKT7-Phf1 plasmid | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i>               |
| Y2H 4                               | The same genotype as Y2H gold+,<br>transformed pGBKT7-Phf2 plasmid | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i>               |
| Y2H 5                               | The same genotype as Y187+,<br>transformed pGADT7- Lsd1 plasmid    | MEL1, LacZ                          | <i>leu2</i>               |
| Y2H 6                               | The same genotype as Y187+,<br>transformed pGADT7- Lsd2 plasmid    | MEL1, LacZ                          | <i>leu2</i>               |
| Y2H 7                               | The same genotype as Y187+,<br>transformed pGADT7- Phf1 plasmid    | MEL1, LacZ                          | <i>leu2</i>               |
| Y2H 8                               | The same genotype as Y187+,<br>transformed pGADT7- Phf2 plasmid    | MEL1, LacZ                          | <i>leu2</i>               |
| Y2H 9<br>(Positive<br>Control)      | Mating Y2HGold [pGBKT7-53] and<br>Y187 [pGADT7- T]                 | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1, leu2</i>         |
| Y2H 10<br>(Negative<br>Control)     | Mating Y2HGold [pGBKT7-Lam] and<br>Y187 [pGADT7- T]                | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1, leu2</i>         |
| Y2H 11                              | Mating Y2H 1 and Y2H 5 (Lsd1-BD<br>Lsd1-AD)                        | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1, leu2</i>         |
| Y2H 12                              | Mating Y2H 1 and Y2H 6<br>(Lsd1-BD Lsd2-AD)                        | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1, leu2</i>         |
| Y2H 13                              | Mating Y2H 1 and Y2H 7<br>(Lsd1-BD Phf1-AD)                        | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1, leu2</i>         |
| Y2H 14                              | Mating Y2H 1 and Y2H 8<br>(Lsd1-BD Phf2-AD)                        | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1, leu2</i>         |

**S3 Table.** A list of strains used in this study (10 of 10)

| Strains<br>( <i>S. cerevisiae</i> ) | Genotype                                    | Reporters                           | Transformation<br>Markers |
|-------------------------------------|---------------------------------------------|-------------------------------------|---------------------------|
| Y2H 15                              | Mating Y2H 2 and Y2H 5<br>(Lsd2-BD Lsd1-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 16                              | Mating Y2H 2 and Y2H 6<br>(Lsd2-BD Lsd2-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 17                              | Mating Y2H 2 and Y2H 7<br>(Lsd2-BD Phf1-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 18                              | Mating Y2H 2 and Y2H 8<br>(Lsd2-BD Phf2-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 19                              | Mating Y2H 3 and Y2H 5<br>(Phf1-BD Lsd1-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 20                              | Mating Y2H 3 and Y2H 6<br>(Phf1-BD Lsd2-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 21                              | Mating Y2H 3 and Y2H 7<br>(Phf1-BD Phf1-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 22                              | Mating Y2H 3 and Y2H 8<br>(Phf1-BD Phf2-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 23                              | Mating Y2H 4 and Y2H 5<br>(Phf2-BD Lsd1-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 24                              | Mating Y2H 4 and Y2H 6<br>(Phf2-BD Lsd2-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 25                              | Mating Y2H 4 and Y2H 7<br>(Phf2-BD Lsd1-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |
| Y2H 26                              | Mating Y2H 4 and Y2H 8<br>(Phf2-BD Phf2-AD) | AbA <sup>r</sup> , HIS3, ADE2, MEL1 | <i>trp1</i> , <i>leu2</i> |

# Supplementary material for: The Cross-Regulation Between Set1, Clr4, and Lsd1/2 in Schizosaccharomyces pombe
**Source:** PLoS Genet. 2024 Jan 5;20(1):e1011107. doi: 10.1371/journal.pgen.1011107
**Supplement:** S4 Table

**S4 Table.** List of oligonucleotides used in this study (1 of 5)

| Primer          | Sequence                                              | Purpose                                   |
|-----------------|-------------------------------------------------------|-------------------------------------------|
| Kan3            | GCGCAATCACGAATGAATAA                                  | KanMX6 genotyping                         |
| Kan2            | ATCATTGGCAACGCTACCTT                                  | KanMX6 genotyping                         |
| NAT2            | GGTGTCGGTGGTGAAGGACC                                  | NatN2 genotyping                          |
| Nat3            | TGCCCTGCCCCTAATCTCGA                                  | NatN2 genotyping                          |
| Kan_Fwd         | CGGATCCCCGGGTTAATTAA                                  | Amplify KanMX/NatN2 cassette              |
| Nat2 S2         | ATCGATGAATTCGAGCTCG                                   | Amplify KanMX/NatN2 cassette              |
| Lsd1 RV2        | AAACCCATTTCTCCTAACCC                                  | <i>lsd1-FTP::NatN2</i> genotyping         |
| Lsd2 RV4        | GAGTGAGAGTAGTAGCTGTG                                  | <i>lsd2-FTP::NatN2</i> genotyping         |
| Lsd1ctd_checkF1 | CGTCTCCTGTTCCACCATCA                                  | <i>lsd1-ΔHMG-FTP::NatN2</i> genotyping    |
| Lsd2ctd_checkF1 | GCTTGTAAGTGAAGTTCTTGG                                 | <i>lsd2-ΔC-FTP::NatN2</i> genotyping      |
| Phf1 RV2        | GTAACACCCTGACATTGACC                                  | <i>Phf1-myc::kanMX</i> genotyping         |
| Phf2 TRV2       | GACTTGGAACCTGTTGATAG                                  | <i>Phf2-myc::kanMX</i> genotyping         |
| BC8D218C Prom1  | AATGGTTGGCAAAGGATGAG                                  | <i>sah1</i> <sup>+</sup> promoter (3' RV) |
| BC8D218C Prom2  | TTGGCTGCATTTACTCACC                                   | <i>sah1</i> <sup>+</sup> promoter (5' FW) |
| Lsd1 BD New FW  | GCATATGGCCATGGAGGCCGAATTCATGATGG<br>ATTTGTCTTCGAAAGAT | Amplify Lsd1-BD cassette                  |
| Lsd1 BD New RV  | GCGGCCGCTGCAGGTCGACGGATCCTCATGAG<br>AAATTGTCAGGGAATAC | Amplify Lsd1-BD cassette                  |
| Lsd1 AD New FW  | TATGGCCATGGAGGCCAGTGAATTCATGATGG<br>ATTTGTCTTCGAAAGAT | Amplify Lsd1-AD cassette                  |
| Lsd1 AD New RV  | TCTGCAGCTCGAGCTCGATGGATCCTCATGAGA<br>AATTGTCAGGGAATAC | Amplify Lsd1-AD cassette                  |

**S4 Table.** List of oligonucleotides used in this study (2 of 5)

| Primer         | Sequence                                              | Purpose                                                    |
|----------------|-------------------------------------------------------|------------------------------------------------------------|
| Lsd2 BD New FW | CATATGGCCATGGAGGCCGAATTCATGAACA<br>CGAGCGAGAATGATCC   | Amplify Lsd2-BD cassette                                   |
| Lsd2 BD New RV | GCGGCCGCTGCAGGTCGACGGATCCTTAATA<br>TCGTGTTCCATTATAACC | Amplify Lsd2-BD cassette                                   |
| Lsd2 AD New FW | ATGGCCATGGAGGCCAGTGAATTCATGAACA<br>CGAGCGAGAATGATCC   | Amplify Lsd2-AD cassette                                   |
| Lsd2 AD New RV | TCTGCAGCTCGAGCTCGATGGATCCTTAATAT<br>CGTGTTCATTATAACC  | Amplify Lsd2-AD cassette                                   |
| Phf1 BD FW     | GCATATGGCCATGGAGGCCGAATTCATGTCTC<br>AAAAGAATTTTTTCGAC | Amplify Phf1-BD cassette                                   |
| Phf1 BD RV     | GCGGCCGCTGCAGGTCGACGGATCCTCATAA<br>AACAGTAGCACATAAATT | Amplify Phf1-BD cassette                                   |
| Phf1 AD FW     | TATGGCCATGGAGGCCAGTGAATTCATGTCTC<br>AAAAGAATTTTTTCGAC | Amplify Phf1-AD cassette                                   |
| Phf1 AD RV     | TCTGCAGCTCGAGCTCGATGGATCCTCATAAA<br>ACAGTAGCACATAAATT | Amplify Phf1-AD cassette                                   |
| Phf2 BD FW1    | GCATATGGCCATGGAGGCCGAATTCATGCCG<br>AATTCATCGTACTATG   | Amplify Phf2-BD cassette<br>fragment 1 (5' FW)             |
| Phf2 BD RV2    | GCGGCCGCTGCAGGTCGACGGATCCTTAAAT<br>ACTACTAAGAACAATTGG | Amplify Phf2-BD cassette<br>fragment 2 (3' RV)             |
| Phf2 AD FW1    | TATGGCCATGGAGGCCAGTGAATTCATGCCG<br>AATTCATCGTACTATG   | Amplify Phf2-AD cassette<br>fragment 1 (5' FW)             |
| Phf2 AD RV2    | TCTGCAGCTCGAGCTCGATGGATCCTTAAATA<br>CTACTAAGAACAATTGG | Amplify Phf2-AD cassette<br>fragment 2 (3' RV)             |
| Phf2 FW2       | TAAATACTCGAATAGAAAAATT                                | Amplify Phf2-BD/Phf2-AD<br>cassette fragment 2 (5' FW)     |
| Phf2 RV1       | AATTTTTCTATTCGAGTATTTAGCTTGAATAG<br>TGTTAGTGATA       | Amplify Phf2-BD/Phf2-AD<br>cassette fragment 2 (3' RV)     |
| Raf2 RV2       | GATGATCGTAAATGACCTGAG                                 | <i>Raf2-myc::kanMX</i> genotyping                          |
| Clr4 RV3       | CTTCCTGATATAGCACTTCCC                                 | <i>clr4Δ::kanMX</i> genotyping                             |
| Set1 RV2       | ACTTCATTGATGGCTTCCCG                                  | <i>set1Δ::kanMX</i> genotyping                             |
| Spp1 FW1       | GTGGATTGAGAGACGATG                                    | Amplify <i>spp1Δ::kanMX</i><br>cassette fragment 1 (5' FW) |
| Spp1 Kan RV    | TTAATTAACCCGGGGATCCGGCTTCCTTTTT<br>AACTCTTCC C        | Amplify <i>spp1Δ::kanMX</i><br>cassette fragment 1 (3' RV) |
| Spp1 Kan FW    | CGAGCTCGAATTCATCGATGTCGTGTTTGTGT<br>TCCCATAG          | Amplify <i>spp1Δ::kanMX</i><br>cassette fragment 2 (5' FW) |
| Spp1 RV1       | CTGAACGATTTAAGTACAGCG                                 | Amplify <i>spp1Δ::kanMX</i><br>cassette fragment 2 (3' RV) |
| Spp1 RV2       | GTCAAATAAAGCGTCTGAGC                                  | <i>spp1Δ::kanMX</i> genotyping                             |
| Swd1 RV2       | GAGTACTGTATGTGATGC                                    | <i>swd1Δ::kanMX</i> genotyping                             |

**S4 Table.** List of oligonucleotides used in this study (3 of 5)

| Primer      | Sequence                                         | Purpose                                                 |
|-------------|--------------------------------------------------|---------------------------------------------------------|
| Swd3 FW1    | CCTTTGAACCACGACCTGC                              | Amplify <i>swd3Δ::kanMX</i> cassette fragment 1 (5' FW) |
| Swd3 Kan RV | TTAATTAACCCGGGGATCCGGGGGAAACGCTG<br>ACACATG      | Amplify <i>swd3Δ::kanMX</i> cassette fragment 1 (3' RV) |
| Swd3 Kan FW | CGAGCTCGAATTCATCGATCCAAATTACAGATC<br>CGAGTAC     | Amplify <i>swd3Δ::kanMX</i> cassette fragment 2 (5' FW) |
| Swd3 RV1    | CCAAACTCGTACATAAGGATC                            | Amplify <i>swd3Δ::kanMX</i> cassette fragment 2 (3' RV) |
| Swd3 RV2    | GCTTTCTCGTCAACCTGC                               | <i>swd3Δ::kanMX</i> genotyping                          |
| Ash2 FW1    | GTGGATTCAGAGACGATG                               | Amplify <i>ash2Δ::kanMX</i> cassette fragment 1 (5' FW) |
| Ash2 Kan RV | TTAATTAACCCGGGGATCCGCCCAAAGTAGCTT<br>GCCAAG      | Amplify <i>ash2Δ::kanMX</i> cassette fragment 1 (3' RV) |
| Ash2 Kan FW | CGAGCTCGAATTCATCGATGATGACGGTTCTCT<br>TGGT        | Amplify <i>ash2Δ::kanMX</i> cassette fragment 2 (5' FW) |
| Ash2 RV1    | GTCACAGAAGACGTATTTGGG                            | Amplify <i>ash2Δ::kanMX</i> cassette fragment 2 (3' RV) |
| Ash2 RV2    | CGGACCTTGCTCATCTTGTC                             | <i>ash2Δ::kanMX</i> genotyping                          |
| Shg1 FW1    | GCCTTAACAACAGAACATCG                             | Amplify <i>shg1Δ::kanMX</i> cassette fragment 1 (5' FW) |
| Shg1 Kan RV | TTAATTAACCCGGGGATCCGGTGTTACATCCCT<br>ATCCATG     | Amplify <i>shg1Δ::kanMX</i> cassette fragment 1 (3' RV) |
| Shg1 Kan FW | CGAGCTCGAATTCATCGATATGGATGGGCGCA<br>AATGAAG      | Amplify <i>shg1Δ::kanMX</i> cassette fragment 2 (5' FW) |
| Shg1 Rv1    | CAGCAGTAATAGAGATCCG                              | Amplify <i>shg1Δ::kanMX</i> cassette fragment 2 (3' RV) |
| Shg1 RV2    | CCTGATCTCTACATACTCTCAC                           | <i>shg1Δ::kanMX</i> genotyping                          |
| Sdc1 FW1    | GTAAGCCCAGTTGTGAATGC                             | Amplify <i>sdc1Δ::kanMX</i> cassette fragment 1 (5' FW) |
| Sdc1 Kan RV | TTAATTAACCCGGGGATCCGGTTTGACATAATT<br>CAGGCG      | Amplify <i>sdc1Δ::kanMX</i> cassette fragment 1 (3' RV) |
| Sdc1 Kan FW | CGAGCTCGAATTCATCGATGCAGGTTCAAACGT<br>CTTTTTC     | Amplify <i>sdc1Δ::kanMX</i> cassette fragment 2 (5' FW) |
| Sdc1 RV1    | CAGTCGGCCAAGTATTATC                              | Amplify <i>sdc1Δ::kanMX</i> cassette fragment 2 (3' RV) |
| Sdc1 RV2    | CATCAGCAATCGGACGAAAC                             | <i>sdc1Δ::kanMX</i> genotyping                          |
| Raf1 3' RV2 | TGGTTTTTGTTAACGGCATG                             | <i>raf1Δ::kanMX</i> genotyping                          |
| Raf2 3' RV2 | GGTAATCGTCGCGTATGGTC                             | <i>raf2Δ::kanMX</i> genotyping                          |
| Rik1 FW1    | GGTAGACACAGCGACTTCAT                             | Amplify <i>rik1Δ::kanMX</i> cassette fragment 1 (5' FW) |
| Rik1 Kan RV | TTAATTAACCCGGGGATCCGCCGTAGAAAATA<br>AAGGGATAGAGG | Amplify <i>rik1Δ::kanMX</i> cassette fragment 1 (3' RV) |

**S4 Table.** List of oligonucleotides used in this study (4 of 5)

| Primer          | Sequence                                                               | Purpose                                                    |
|-----------------|------------------------------------------------------------------------|------------------------------------------------------------|
| Rik1 Kan FW     | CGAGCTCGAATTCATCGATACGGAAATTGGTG<br>CTATTGG                            | Amplify <i>rik1Δ::kanMX</i> cassette<br>fragment 2 (5' FW) |
| Rik1 RV1        | CCATCAATAAACGGGACTGG                                                   | Amplify <i>rik1Δ::kanMX</i> cassette<br>fragment 2 (3' RV) |
| Rik1 RV2        | TTTATCAGTGCCATGTTGCG                                                   | <i>rik1Δ::kanMX</i> genotyping                             |
| Cul4 RV2        | CGGTACTTAGCGCGAACAC                                                    | <i>cul4-1::kanMX</i> genotyping                            |
| Ddb1 FW1        | CACATACTACACCGCACCATG                                                  | Amplify <i>ddb1Δ::NatN2</i><br>cassette fragment 1 (5' FW) |
| Ddb1 Kan RV     | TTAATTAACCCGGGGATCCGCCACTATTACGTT<br>CCAGGAG                           | Amplify <i>ddb1Δ::NatN2</i><br>cassette fragment 1 (3' RV) |
| Ddb1 Kan FW     | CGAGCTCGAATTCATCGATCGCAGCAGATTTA<br>ATGAAGTC                           | Amplify <i>ddb1Δ::NatN2</i><br>cassette fragment 2 (5' FW) |
| Ddb1 RV1        | GTTTTATCGACCGTGGAAGAG                                                  | Amplify <i>ddb1Δ::NatN2</i><br>cassette fragment 2 (3' RV) |
| Ddb1 RV2        | CCAACACCACCATCTCCTAC                                                   | <i>ddb1Δ::NatN2</i> genotyping                             |
| Set1p_ups Fwd   | GTCAAGGCTCATTATTGGAA                                                   | <i>Flag-Set1</i> genotyping                                |
| FLAG-3x-N-ter R | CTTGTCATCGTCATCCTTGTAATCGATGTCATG<br>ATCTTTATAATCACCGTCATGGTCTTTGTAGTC | <i>Flag-Set1</i> genotyping                                |
| Cen_ura4_F      | GCCATGTCAGATTTGACACAACCTC                                              | <i>otr1R(Sph1)::ura4<sup>+</sup></i> genotyping            |
| Cen_ura4_R      | CGTGAGTATACAAACAAATACACTAGG                                            | <i>otr1R(Sph1)::ura4<sup>+</sup></i> genotyping            |
| Ura5_orf68_F    | CCTTAAAATCAGGCAGAAAA                                                   | <i>ura5-14</i> genotyping                                  |
| Ura5-14_chk_R   | GCGATAATAGTCTCCTGCAA                                                   | <i>ura5-14</i> genotyping                                  |
| Brl1 Fw1        | GAAGAAGCCATTGTCGTTAG                                                   | Amplify <i>brl1Δ::kanMX</i> cassette<br>fragment 1 (5' FW) |
| Brl1 Kan RV     | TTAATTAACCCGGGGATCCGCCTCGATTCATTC<br>ACAACGC                           | Amplify <i>brl1Δ::kanMX</i> cassette<br>fragment 1 (3' RV) |
| Brl1 Kan FW     | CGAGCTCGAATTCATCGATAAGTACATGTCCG<br>CAGTGTG                            | Amplify <i>brl1Δ::kanMX</i> cassette<br>fragment 2 (5' FW) |
| Brl1 Rv1        | GGAGAGTGAGTCATGATGCTAG                                                 | Amplify <i>brl1Δ::kanMX</i> cassette<br>fragment 2 (3' RV) |
| Geno Br11 FW    | GAGGCTCAAGTATACAAAGG                                                   | <i>brl1Δ::kanMX</i> genotyping                             |
| Geno Br11 RV    | GCTAGTTACAGTCGCTACAG                                                   | <i>brl1Δ::kanMX</i> genotyping                             |
| Brl2 Fw1        | GCCCTCTACCACTTCACTTTTACC                                               | Amplify <i>brl2Δ::kanMX</i> cassette<br>fragment 1 (5' FW) |
| Brl2 Kan RV     | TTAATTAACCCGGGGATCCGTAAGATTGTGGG<br>GGCATCTG                           | Amplify <i>brl2Δ::kanMX</i> cassette<br>fragment 1 (3' RV) |

**S4 Table.** List of oligonucleotides used in this study (5 of 5)

| Primer        | Sequence                                   | Purpose                                                    |
|---------------|--------------------------------------------|------------------------------------------------------------|
| Brl2 Kan FW   | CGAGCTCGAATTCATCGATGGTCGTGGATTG<br>GTGCTTC | Amplify <i>brl2Δ::kanMX</i><br>cassette fragment 2 (5' FW) |
| Brl2 Rv1      | GACGTTAAACAGATGGTCCG                       | Amplify <i>brl2Δ::kanMX</i><br>cassette fragment 2 (3' RV) |
| Geno Brl2 FW  | CTCTCTGTGGTCATGGCTTTTG                     | <i>brl2Δ::kanMX</i> genotyping                             |
| Geno Brl2 RV  | GAATAGAGGCAGCTGTCTTC                       | <i>brl2Δ::kanMX</i> genotyping                             |
| qLeu1F1       | ATTGCTCGTTTGGCTGCTTG                       | qPCR: <i>leu1</i> <sup>+</sup> (Endogenous<br>Contorl)     |
| qLeu1R1       | TACAGTCTTGCGCCAAAGAC                       | qPCR: <i>leu1</i> <sup>+</sup> (Endogenous<br>Contorl)     |
| q_cen(dg)_FOR | AATTGTGGTGGTGTGGTAATAC                     | qPCR: Centromere ( <i>dg</i> )                             |
| q_cen(dg)_REV | GGGTTCATCGTTTCCATTACAG                     | qPCR: Centromere ( <i>dg</i> )                             |
| q_mat_FOR     | GTCCGAGGCAATACAACCTTGG                     | qPCR: Mating-type locus<br>( <i>cenH</i> )                 |
| q_mat_REV     | GGTTGACAGTAGGAGATATTTACAG                  | qPCR: Mating-type locus<br>( <i>cenH</i> )                 |
| q_Lsd1-FW     | GGCAAAGAGGGAGAAAGAGA                       | qPCR: <i>lsd1</i> <sup>+</sup>                             |
| q_Lsd1-RV     | TTGATGGTGGAAACAGGAGAC                      | qPCR: <i>lsd1</i> <sup>+</sup>                             |
| q_Lsd2-FW     | TTCAAATGCAGGTGTCGCTC                       | qPCR: <i>lsd2</i> <sup>+</sup>                             |
| q_Lsd2-FW     | ATTGCTGAGAAGACGGAGAG                       | qPCR: <i>lsd2</i> <sup>+</sup>                             |
| q_act FOR     | GGTTTCGCTGGAGATGATG                        | qPCR: <i>act1</i> <sup>+</sup> (Endogenous<br>Contorl)     |
| q_act REV     | ATACCACGCTTGCTTTGAG                        | qPCR: <i>act1</i> <sup>+</sup> (Endogenous<br>Contorl)     |
| Pan5 rtper FW | AGAGAGACAGAGATTGATGC                       | qPCR: <i>pan5</i> <sup>+</sup> (Endogenous<br>Contorl)     |
| Pan5 rtper RV | TGCATTCATTGCAACCTTGG                       | qPCR: <i>pan5</i> <sup>+</sup> (Endogenous<br>Contorl)     |

How the deposited data were processed for this re-analysis (not part of the article)

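RNA of wild-type, lsd1-ΔHMG and set1Δ cells at 30°C and 37°C was analysed, with 2 libraries for each of 6 conditions. The deposited table holds 7268 features and 34 value columns, of which 12 were used and 22 were not used here. Its values are expected counts that the authors made from reads aligned with STAR and assigned with FeatureCounts by fraction, without normalization, and they were rounded to whole numbers before testing.

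Features were matched by identifier to the RefSeq annotation of ASM294v3 (6846, or 94.2%), which gave names, strand, overlap, GC content and gene length. The paper aligned to ASM294v2, so no coordinates of genes are given. The bounds of the heterochromatic regions were written for ASM294v2 and applied to positions in ASM294v3, without a test of whether these differ. Antisense RNAs were first to be found by the word antisense in their names. Only 13 features carry it, so they were found by position instead, 840 in all; this rule was changed after the names were seen.

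Totals ran from 27642384 to 34843653 counts per library. Counts of a gene carry counting error and the differences between cultures, and 2 libraries per condition limit the precision of each value. The fit used R 4.3.3, edgeR 4.0.16, TMM normalization, the filterByExpr filter by condition, a robust quasi-likelihood fit over all 12 libraries and Benjamini-Hochberg adjustment. Calls needed an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. There were 9 comparisons: each mutant against wild-type at each temperature, 37°C against 30°C in each strain, and the difference of each mutant's change between temperatures. limma 3.58.1 (camera with a preset correlation of 0.01, fry, voom) and DESeq2 1.42.0 were used for gene sets and alternatives, with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated data with 200 changed genes, edgeR recovered 98.5% of them, and 1.01% of its calls were false. With a planted GC trend, 2157 features were called without offsets and 198 with them.

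The named genes are set1, lsd1, lsd2 and clr4, the 5 largest and 5 smallest summed changes among genes called in one direction in both mutants at 37°C with a mean of at least 50 counts and both libraries of each mutant on one side of both wild-type libraries, the first 5 genes of the lsd1-ΔHMG and set1Δ sheets of S1 Table, the first 3 of each class of S2 Table, those that S1 Table lists as lower in all mutants, 15 heat chaperones, tlh1 and tlh2. This rule, the comparisons and the alternatives were fixed before the data were examined. The alternatives were other scalings, DESeq2, limma-voom, other filters, other thresholds, only the libraries compared, a replicate block, leaving out antisense RNAs and leaving out each library in turn.

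Some choices came after the data were seen. The chaperone list was set beforehand as a check of the temperature labels, and the correlation of the heat responses between strains was added after its result was seen. The offsets for GC content and gene length were written beforehand as a test of a technical cause. They were made an alternative in all 9 comparisons only after the log2 fold changes were seen to follow GC content. The trend was then looked at in all 9 comparisons, for GC content and gene length, by groups of GC content, length and abundance, by library, and within ribosomal protein genes and rarer genes. One measure of GC content was used, that of the whole gene, and no other was tried. The restriction to named features was also added afterwards. Of the 36 explanation tests, 29 were written down before their result was seen and 7 after.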

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

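The test of swapped wild-type labels by correlation was chosen only after its result was seen; the other tests in this part were chosen before.

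The paper does not report gene counts at 30°C or between temperatures. There were 2933 genes changed in lsd1-ΔHMG and 2252 in set1Δ against wild-type at 30°C, and 1481 in wild-type, 1031 in lsd1-ΔHMG and 2231 in set1Δ between 37°C and 30°C. By a test of the difference itself, the change against wild-type differed between the temperatures for 1274 genes in lsd1-ΔHMG and 2540 in set1Δ.

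Library size and a few abundant genes were argued against. In libraries thinned to one depth the counts were 2929, 2245, 1480, 1014, 2216, 1269 and 2522, in the order given above. Without the 50 features with the most counts they were 2911, 2223, 1463, 1015, 2203, 1259 and 2511.

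For GC content and gene length, the test set beforehand left its criterion open to different readings, so the number of calls with the offsets and the number kept in the same direction are both given. They were 2309 and 1725 for lsd1-ΔHMG at 30°C, where the readings of the criterion part. There the offsets took r with GC content across protein-coding genes from 0.491 to 0.0594. In simulated data with a trend planted in the same measure of GC content they took the calls from 2157 to 198. Both follow from fitting that measure, so they do not show that the offsets remove a GC bias of another form. The 1725 calls kept therefore argue only against a trend with whole-gene GC content or gene length as the whole cause. Part of the count may still come from such a trend or from another GC bias. The same numbers were 2024 and 1760 for set1Δ at 30°C, 1453 and 1217 for wild-type, 885 and 741 for lsd1-ΔHMG and 2017 and 1669 for set1Δ between temperatures. For the differences they were 1157 and 940 and then 2229 and 1822. These argue only against such a trend as the whole cause there, while part of each count did change. Genotype and temperature remain open as biological causes.

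The median difference of the 15 heat chaperones between a mutant's change at 37°C and at 30°C was 1.57 in lsd1-ΔHMG and 2.15 in set1Δ (camera adjusted p = 7.1e-10 and 3.1e-10, limma), positive for 15 of 15 genes in each. Under fry the adjusted p was 2.7e-05 and 8.2e-06, and with an estimated correlation it was 0.039 for both. With the offsets, chosen after the data were seen, the difference was negative for pss1 (-0.13) and sks2 (-0.19) in lsd1-ΔHMG. In set1Δ it was negative for pss1 (-0.39), and the other genes of the list stayed positive in each mutant. The list was set beforehand to check the temperature labels. It rose with temperature in lsd1-ΔHMG (median log2 fold change 1.55) and set1Δ (2.14) but not in wild-type (-0.087). For wild-type the camera adjusted p was 0.52, while fry gave a fall with an adjusted p of 0.024. In wild-type, hsp16 changed by -2.87, hsp9 by -3.73, hsp104 by -1.54, ssa1 by -1.75, ssa2 by -2.20 and sks2 by -1.35, the opposite of a rise at 37°C. The other 5 of the 11 list genes called rose, as in both mutants: pss1 by 2.02, wos2 by 1.29, hsp10 by 1.26, aha1 by 1.16 and sti1 by 1.04. The wild-type libraries may have swapped temperature labels, on which the chaperone median of -0.087, over genes that went both ways, decides nothing. Over all tested genes the wild-type response had a Pearson's r of 0.528 with that of lsd1-ΔHMG and 0.217 with that of set1Δ. This runs against a swap, as the 5 rises do, while the 6 falls run with one. In lsd1-ΔHMG, hsp9 (2594 to 1855 CPM) and sks2 (960 to 548 CPM) also fell, but not in set1Δ. Their falls in wild-type therefore bear less on a swap. With the offsets for GC content and gene length, chosen after the data were seen, the chaperone median in wild-type was 0.33. The falls of hsp104 (-0.997), ssa1 (-0.95) and sks2 (-0.34) then did not reach the limit of 1. Those of hsp16 (-2.82), hsp9 (-3.67) and ssa2 (-1.05) did. These values point different ways, so a swap and a stressed state of the wild-type cultures at 30°C cannot be told apart from correct labels here. Every comparison with wild-type, those at 37°C included, carries this doubt.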

How the results depend on the processing

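The comparisons and the alternatives below were chosen before the data were examined, apart from the offsets for GC content and gene length and the restriction to named features, which were chosen after seeing the data. Across the alternatives chosen before, other than leaving out a library, 485 values of the main results kept their direction and side of the threshold, 41 moved, 13 reversed, 4 passed the threshold and 3 no longer did. Among the single genes and parts of results, 2519 stayed, 56 moved, 9 reversed, 8 passed the threshold and 6 no longer did. Under the alternatives chosen after seeing the data, 29 values of the main results stayed, 20 moved and 5 reversed, and among the single genes and parts 213 stayed, 11 moved, 23 reversed, 5 passed the threshold and 9 no longer did. The cause was not tested for any change given here, except that fold-change limits and count filters alter by construction how many genes can be called. Heterochromatic features were taken with region bounds of ASM294v2 on positions of ASM294v3, so their values carry that limit.

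The value without the alternative follows each value in parentheses. With DESeq2's Wald test, the log2 fold change of lsd1 was -0.036 (from 0.019) in set1Δ against wild-type at 37°C and 0.26 (from 0.22) in set1Δ at 37°C against 30°C. The log2 fold change of lsd2 was -0.044 (from 0.0098) in set1Δ against wild-type at 37°C. The median log2 fold change of ribosomal protein genes was 0.20 (from 0.29) in lsd1-ΔHMG against wild-type at 37°C and -0.0032 (from 0.078) in lsd1-ΔHMG at 37°C against 30°C. The median log2 fold change of the heat chaperones was 1.47 (from 1.55) in lsd1-ΔHMG at 37°C against 30°C. The median log2 fold change of heterochromatic features was 0.74 (from 0.80) in set1Δ against wild-type at 37°C. The log2 fold change of ssc1 was 0.0052 (from -0.024) in wild-type at 37°C against 30°C. With DESeq2's size factors, the log2 fold change of lsd1 was -0.036 (from 0.019) in set1Δ against wild-type at 37°C and 0.26 (from 0.22) in set1Δ at 37°C against 30°C. The log2 fold change of lsd2 was -0.044 (from 0.0098) in set1Δ against wild-type at 37°C. The median log2 fold change of ribosomal protein genes was -0.0032 (from 0.078) in lsd1-ΔHMG at 37°C against 30°C. The median log2 fold change of heterochromatic features was 0.74 (from 0.80) in set1Δ against wild-type at 37°C. The log2 fold change of ssc1 was 0.0052 (from -0.024) in wild-type at 37°C against 30°C. With TMM factors from protein-coding genes, the log2 fold change of lsd1 was -0.040 (from 0.019) in set1Δ against wild-type at 37°C and -0.12 (from 0.056) in lsd1-ΔHMG against wild-type at 30°C. The log2 fold change of lsd2 was -0.048 (from 0.0098) in set1Δ against wild-type at 37°C. The median log2 fold change of ribosomal protein genes was -0.017 (from 0.078) in lsd1-ΔHMG at 37°C against 30°C. The median log2 fold change of heterochromatic features was 0.38 (from 0.56) in lsd1-ΔHMG against wild-type at 30°C, 0.44 (from 0.69) in lsd1-ΔHMG against wild-type at 37°C and 0.74 (from 0.80) in set1Δ against wild-type at 37°C. The log2 fold change of set1 was -0.12 (from 0.13) in lsd1-ΔHMG against wild-type at 37°C. At an adjusted p of at most 0.0001, the number of genes whose change differed between temperatures was 823 (from 1274) in lsd1-ΔHMG. With a fold-change limit of 2 on the log2 scale, the number of changed genes was 1080 (from 2817) in lsd1-ΔHMG against wild-type at 37°C, 593 (from 1671) in set1Δ against wild-type at 37°C, 911 (from 2933) in lsd1-ΔHMG against wild-type at 30°C, 471 (from 2252) in set1Δ against wild-type at 30°C, 448 (from 1481) in wild-type at 37°C against 30°C, 151 (from 1031) in lsd1-ΔHMG at 37°C against 30°C and 547 (from 2231) in set1Δ at 37°C against 30°C. The number of genes whose change differed between temperatures was 290 (from 1274) in lsd1-ΔHMG and 798 (from 2540) in set1Δ. The percent of antisense RNAs among lower genes at 37°C was 8.77 (from 20.2) in set1Δ and 22.2 (from 23.4) in both mutants. These shares are over 57 and 9 features and no longer pass (Fisher's exact test, p = 0.54 and 0.30). The number of S2 Table genes called was 124 (from 241) in set1Δ and 119 (from 238) in both mutants in one direction. Without a fold-change limit, the number of changed genes was 5842 (from 2817) in lsd1-ΔHMG against wild-type at 37°C, 4872 (from 1671) in set1Δ against wild-type at 37°C, 5868 (from 2933) in lsd1-ΔHMG against wild-type at 30°C, 5557 (from 2252) in set1Δ against wild-type at 30°C, 4990 (from 1481) in wild-type at 37°C against 30°C, 4726 (from 1031) in lsd1-ΔHMG at 37°C against 30°C and 5419 (from 2231) in set1Δ at 37°C against 30°C. The number of genes whose change differed between temperatures was 3836 (from 1274) in lsd1-ΔHMG and 5008 (from 2540) in set1Δ. With at least 10 counts in every library, the number of called heterochromatic features was 11 (from 17) in lsd1-ΔHMG against wild-type at 30°C, 14 (from 22) in lsd1-ΔHMG against wild-type at 37°C, 13 (from 25) in set1Δ against wild-type at 30°C and 8 (from 14) in set1Δ against wild-type at 37°C. The median log2 fold change of heterochromatic features was 1.17 (from 1.60) in set1Δ against wild-type at 30°C. Without a filter on low counts, the median log2 fold change of heterochromatic features was 0.12 (from 0.56) in lsd1-ΔHMG against wild-type at 30°C and 1.05 (from 1.60) in set1Δ against wild-type at 30°C. When only the libraries compared were fitted, the log2 fold change of lsd1 was -0.034 (from 0.19) in set1Δ against wild-type at 30°C. The log2 fold change of lsd2 was -0.0087 (from 0.0098) in set1Δ against wild-type at 37°C. The median log2 fold change of ribosomal protein genes was 0.83 (from 0.73) in lsd1-ΔHMG against wild-type at 30°C. These ribosomal protein genes no longer pass, with a camera adjusted p of 0.079 (from 0.0083, and from 0.00091 to 0.079 over the alternatives). The median log2 fold change of heterochromatic features was 0.78 (from 0.56) in lsd1-ΔHMG against wild-type at 30°C, 1.06 (from 0.69) in lsd1-ΔHMG against wild-type at 37°C and 1.38 (from 1.60) in set1Δ against wild-type at 30°C. The median log2 fold change of mating-type features was 0.0097 (from -0.060) in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of clr4 was -0.078 (from 0.14) in set1Δ against wild-type at 30°C. The log2 fold change of ssc1 was 0.031 (from -0.024) in wild-type at 37°C against 30°C. With upper-quartile normalization, the log2 fold change of lsd1 was 0.38 (from 0.22) in set1Δ at 37°C against 30°C. The median log2 fold change of heterochromatic features was 1.50 (from 1.60) in set1Δ against wild-type at 30°C and 0.84 (from 0.80) in set1Δ against wild-type at 37°C. The log2 fold change of ssc1 was 0.0025 (from -0.024) in wild-type at 37°C against 30°C. The log2 fold change of wos2 was 0.0078 (from -0.031) in set1Δ against wild-type at 37°C. When antisense RNAs were left out, the log2 fold change of lsd2 was -0.0047 (from 0.0098) in set1Δ against wild-type at 37°C. The median log2 fold change of heterochromatic features was 0.89 (from 0.80) in set1Δ against wild-type at 37°C.

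TMM factors from protein-coding genes moved the median log2 fold change of all genes by -0.25 in lsd1-ΔHMG at 37°C, where the share of higher genes among those called went from 62.3% to 46.6%, and by -0.18 at 30°C, where it went from 57.4% to 47.0%. Upper-quartile normalization moved the median by 0.16 for set1Δ between temperatures (from 35.4% to 47.8% higher) and by 0.13 for the difference of set1Δ between temperatures. DESeq2's size factors moved it by -0.11 for the difference of lsd1-ΔHMG between temperatures.

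The libraries share only a replicate number. Of the 15 pairs of conditions, 8 had a correlation of replicate differences over 0.1, and over all 15 it ran from -0.177 to 0.352 with a median of 0.116. With the replicate block, the log2 fold change of lsd1 was 0.22 (from 0.22) in set1Δ at 37°C against 30°C and the median log2 fold change of ribosomal protein genes was 0.78 (from 0.77) in set1Δ against wild-type at 30°C. The adjusted p of lsd1 (edgeR) went from 0.052 to 0.031, and over its alternatives it ran from 0.0022 to 0.11. That of the ribosomal protein genes (camera) went from 0.030 to 0.058, and over its alternatives it ran from 0.00091 to 0.058.

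Across fits that each left out 1 library, the log2 fold change of lsd1 ran from 0.14 to 0.41 in set1Δ against wild-type at 30°C, from 0.35 to 0.49 in wild-type at 37°C against 30°C, from -0.0088 to 0.12 in lsd1-ΔHMG against wild-type at 30°C, from -0.048 to 0.13 in set1Δ against wild-type at 37°C and from 0.086 to 0.34 in set1Δ at 37°C against 30°C. The log2 fold change of lsd2 ran from -0.34 to -0.12 in set1Δ against wild-type at 30°C, from 0.25 to 0.35 in wild-type at 37°C against 30°C, from -0.044 to 0.11 in set1Δ against wild-type at 37°C and from 0.56 to 0.62 in set1Δ at 37°C against 30°C. The median log2 fold change of ribosomal protein genes ran from 0.62 to 0.94 in lsd1-ΔHMG against wild-type at 30°C, from 0.66 to 0.96 in set1Δ against wild-type at 30°C, from 0.19 to 0.49 in wild-type at 37°C against 30°C, from 0.20 to 0.34 in lsd1-ΔHMG against wild-type at 37°C, from -0.22 to 0.035 in set1Δ against wild-type at 37°C, from -0.048 to 0.22 in lsd1-ΔHMG at 37°C against 30°C and from 0.0082 to 0.37 in set1Δ at 37°C against 30°C. The median log2 fold change of the heat chaperones ran from -0.16 to -0.0051 in wild-type at 37°C against 30°C, from 1.46 to 1.60 in lsd1-ΔHMG at 37°C against 30°C and from 1.90 to 2.33 in set1Δ at 37°C against 30°C. The median log2 fold change of heterochromatic features ran from 0.45 to 0.72 in lsd1-ΔHMG against wild-type at 30°C, from 1.50 to 1.70 in set1Δ against wild-type at 30°C, from 0.40 to 0.90 in lsd1-ΔHMG against wild-type at 37°C and from 0.85 to 0.90 in set1Δ against wild-type at 37°C. The log2 fold change of ssc1 ran from -0.11 to 0.082 in wild-type at 37°C against 30°C. The log2 fold change of mas5 ran from -0.047 to 0.15 in wild-type at 37°C against 30°C. The log2 fold change of pss1 ran from -0.22 to 0.31 in set1Δ by temperature. The Pearson's r of the log2 fold changes ran from 0.742 to 0.795 in both mutants at 37°C. The same-direction percent ran from 83.9 to 87.6 in both mutants at 37°C. The Pearson's r with S1 Table ran from 0.998313 to 0.999729 in lsd1-ΔHMG and from 0.99817 to 0.999965 in set1Δ. The median log2 fold change of mating-type features ran from -0.15 to 0.11 in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of hsp16 ran from -0.39 to 0.00017 in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of wos2 ran from -0.075 to 0.061 in set1Δ against wild-type at 37°C. These fits leave 1 library in an arm, so no calls were made from them, and r and the same-direction percent between the mutants were taken over the features called with all libraries.

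The offsets for GC content and gene length were applied in all 9 comparisons, though not every result has a value with them. With them, the log2 fold change of lsd1 was -0.55 (from 0.019) in set1Δ against wild-type at 37°C, -0.075 (from 0.22) in set1Δ at 37°C against 30°C and -0.71 (from 0.056) in lsd1-ΔHMG against wild-type at 30°C. The log2 fold change of lsd2 was -0.54 (from 0.0098) in set1Δ against wild-type at 37°C, -0.25 (from 0.52) in lsd1-ΔHMG against wild-type at 30°C and -0.10 (from 0.30) in set1Δ by temperature. The number of S2 Table genes called was 158 (from 241) in set1Δ and 139 (from 238) in both mutants in one direction. The Pearson's r with S1 Table was 0.84522 (from 0.99975) in lsd1-ΔHMG and 0.916334 (from 0.999965) in set1Δ. The percent of S1 Table genes with the same sign was 91.1 (from 100) in lsd1-ΔHMG and 94.5 (from 100) in set1Δ. The percent of S1 Table genes called was 48.7 (from 95.0) in lsd1-ΔHMG and 60.0 (from 99.3) in set1Δ. The median log2 fold change of ribosomal protein genes was -0.69 (from 0.29) in lsd1-ΔHMG against wild-type at 37°C, -0.80 (from -0.10) in set1Δ against wild-type at 37°C, 0.067 (from 0.73) in lsd1-ΔHMG against wild-type at 30°C, 0.29 (from 0.77) in set1Δ against wild-type at 30°C, 1.11 (from 0.31) in wild-type at 37°C against 30°C, 0.49 (from 0.078) in lsd1-ΔHMG at 37°C against 30°C and 0.37 (from 0.22) in set1Δ at 37°C against 30°C. The median log2 fold change of the heat chaperones was 0.33 (from -0.087) in wild-type at 37°C against 30°C. The median log2 fold change of heterochromatic features was 0.86 (from 0.56) in lsd1-ΔHMG against wild-type at 30°C, 0.91 (from 0.69) in lsd1-ΔHMG against wild-type at 37°C, 1.25 (from 1.60) in set1Δ against wild-type at 30°C and 0.85 (from 0.80) in set1Δ against wild-type at 37°C. The median log2 fold change of mating-type features was 0.24 (from -0.060) in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of set1 was -0.42 (from 0.13) in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of clr4 was -0.15 (from 1.70) in lsd1-ΔHMG against wild-type at 37°C, -0.70 (from 0.52) in set1Δ against wild-type at 37°C, -0.36 (from 0.14) in set1Δ against wild-type at 30°C, -0.28 (from 0.11) in lsd1-ΔHMG by temperature and -0.34 (from 0.37) in set1Δ by temperature. The log2 fold change of ssc1 was 0.75 (from -0.024) in wild-type at 37°C against 30°C. The log2 fold change of pgm1 was -0.21 (from 1.11) in set1Δ against wild-type at 37°C. The log2 fold change of tif52 was -0.081 (from 1.08) in set1Δ against wild-type at 37°C. The log2 fold change of hsp16 was 0.16 (from -0.19) in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of hsp90 was 0.17 (from -0.43) in wild-type at 37°C against 30°C. The log2 fold change of sti1 was -1.28 (from 0.71) in lsd1-ΔHMG against wild-type at 37°C. The log2 fold change of pss1 was -0.64 (from 0.65) in lsd1-ΔHMG against wild-type at 37°C, -0.37 (from 0.40) in set1Δ against wild-type at 37°C, -0.13 (from 0.20) in lsd1-ΔHMG by temperature and -0.39 (from 0.12) in set1Δ by temperature. The log2 fold change of mcp60 was 0.41 (from -0.087) in wild-type at 37°C against 30°C. The log2 fold change of sks2 was -0.19 (from 0.54) in lsd1-ΔHMG by temperature. The log2 fold change of wos2 was 0.25 (from -0.031) in set1Δ against wild-type at 37°C. The offsets may also remove regulation that is related to GC content, so these values do not show which setting is nearer to the RNA levels in the cells. Restriction to named features gave 1824 changed genes in lsd1-ΔHMG and 1105 in set1Δ at 37°C. With every antisense RNA kept beside them, which raises the share by construction, 39.1% of 604 lower features in lsd1-ΔHMG, 33.9% of 227 in set1Δ and 47.5% of 99 in both mutants were antisense RNAs.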

Differences from the paper's values

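The tests of processing in this part were chosen before the data were examined, apart from the restriction to named features. S1 Table, the source of the paper's values below unless said otherwise, lists 930 genes for lsd1-ΔHMG, 735 higher and 195 lower, against 2817, 1756 and 1061 here. For set1Δ it lists 576, 470 higher and 106 lower, against 1671, 1289 and 382 here. Under a fold-change limit of 2 on the log2 scale the counts were 1080, 926 and 154 for lsd1-ΔHMG, and 593 and, for higher genes, 536 for set1Δ, all within 1.5 times the paper's. S1 Table was not cut at this limit, as its values for lsd1-ΔHMG include 1.30 for lsd2 and -1.53 for a non-coding RNA. The nearness of the counts therefore does not explain the gap. None of the alternatives set before the data were examined closed the gap for lower genes in set1Δ. The restriction to named features, chosen after seeing the values, gave 1824 genes in lsd1-ΔHMG, 426 of them lower, and 1105 in set1Δ, 177 of them lower, all still over 1.5 times the paper's.

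The paper states that about 72% of the genes lower in its mutants are antisense RNAs. Here 23.4% of the genes lower in both lsd1-ΔHMG and set1Δ were, and none of the alternatives set before closed the gap. Among named features and all antisense RNAs, a restriction chosen after seeing the values that raises the share by construction, it was 47.5% of 99 features. In S1 Table itself the word antisense is in 9 of the 13 names lower in all 3 mutants (69.2%), but in 13 of the 33 lower in lsd1-ΔHMG and set1Δ (39.4%). It is in 52 of 195 lower in lsd1-ΔHMG (26.7%) and 27 of 106 in set1Δ (25.5%), within 1.5 times the 22.2% and 20.2% found here by position.

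In S4 Data, which belongs to Fig 4H, Pearson's r of lsd1-ΔHMG and set1Δ is 0.795, over features that may differ from those here. The r here was 0.774. It was within the spread of the paper's value with DESeq2's size factors (0.782), TMM factors from protein-coding genes (0.793), DESeq2's Wald test (0.787), at least 10 counts in every library (0.792), without antisense RNAs (0.784), at an adjusted p of at most 0.0001 (0.790), with wild-type library 1 for lsd1-ΔHMG and library 2 for set1Δ (0.783), without wild-type replicate 1 at 37°C (0.780) and without set1Δ replicate 2 at 37°C (0.795). The other alternatives did not close it.

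For 9 named genes in lsd1-ΔHMG at 37°C the log2 fold change was lower than the paper's by more than its error here. The median difference over all 920 tested features of that list was -0.098, so the gap is not particular to these genes. The paper's values are 1.30 for lsd2, 2.29 for vip1, 3.49 for rgs1, 3.08 for pgm1, 2.72 for ntp1, 2.20 for ssp1, -2.14 for atl1, and -1.53 and -1.76 for a pair of non-coding RNAs. Those here were 1.1995, 2.19, 3.39, 2.97, 2.62, 2.10, -2.25, -1.63 and -1.86. Fitting only the libraries compared gave 1.25, 2.24, 3.43, 3.02, 2.67, 2.15, -2.20, -1.58 and -1.81, within that error. Some fits that left out 1 library also did: 2.21 and 2.20 for vip1, 3.41 and 3.43 for rgs1, 3.00 and 3.01 for pgm1, 2.64 for ntp1, 2.19 and 2.19 for ssp1, -2.21 and -2.24 for atl1, -1.60 and -1.57 for one non-coding RNA and -1.79 for the other. No other alternative did.

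The paper states that lsd1 and lsd2 transcripts change little with heat and without Set1. Here lsd2 had a log2 fold change of 0.60 in set1Δ between temperatures (adjusted p = 1.2e-05 from edgeR), and lsd1 and lsd2 had 0.39 and 0.29 in wild-type. None of these reached the limit of 1 for a call. Under offsets for GC content and gene length, chosen after seeing the values, that of lsd2 in set1Δ was 0.30, and those in wild-type were 0.51 and 0.41.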

Other observations

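The tests of set1 reads, of the scaling for clr4, of the causes of the GC trend and of pairs that overlap by 90% were chosen only after the results were seen; the other tests in this part were chosen before.

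The log2 fold changes at 37°C followed GC content, with a Pearson's r across protein-coding genes of 0.572 in lsd1-ΔHMG and 0.495 in set1Δ. Within the ribosomal protein genes r was 0.593 and 0.578, which argues against regulation of these genes as one group. Within the rarer protein-coding genes it was 0.534 and 0.452, which argues against regulation of abundant genes as the whole cause. A GC bias between the libraries may contribute, for which the lowest r in these groups, 0.452, leaves room, but it is confounded with the conditions and no test here separates them. Per library, r with GC content was -0.386 and -0.370 in wild-type at 30°C, and -0.485 and -0.491 at 37°C. In lsd1-ΔHMG it was 0.464 and 0.485 at 30°C, and 0.485 and 0.459 at 37°C. In set1Δ at 30°C it was -0.158 and -0.183. The set1Δ libraries at 37°C differed, with 0.320 and 0.0968. For the log2 fold changes against wild-type at 30°C, r across protein-coding genes was 0.491 in lsd1-ΔHMG and 0.112 in set1Δ.

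The similar changes of lsd1-ΔHMG and set1Δ at 37°C had an r of 0.774 and a same-direction share of 86.2%. The highest of 100 simulated values for unchanged groups with shared wild-type libraries were 0.557 and 68.7%. This argues against noise alone, with these libraries shared, as the cause. The simulated sets hold no real changes, so they do not show what unrelated changes would give. With the offsets r was 0.723, which argues only against the fitted trend with GC content and gene length as the whole cause. Comparisons without a shared wild-type library gave an r of 0.145 for lsd1-ΔHMG at 37°C with set1Δ at 30°C, and 0.493 for the reverse. A state of the wild-type cultures, at 37°C alone or at both temperatures, may therefore contribute and cannot be told apart from the genotypes, since all comparisons use one wild-type strain.

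In the set1Δ libraries, set1 kept 15.9% of its wild-type level at 37°C and 18.4% at 30°C. If wild-type RNA were present at these shares, no abundant gene would lie below them, yet 9 of 3663 genes at 37°C and 71 of 3704 at 30°C did in both libraries, which argues against it. No biological explanation was tested.

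Counted without regard to strand, an antisense RNA and a gene that overlap by 90% of both lengths would hold nearly the same reads. Over 54 such pairs the median ratio of their densities was 0.274 and Pearson's r of the log2 densities 0.139, which argues against such counting. Pearson's r of their log2 fold changes at 37°C was 0.477 in lsd1-ΔHMG and 0.130 in set1Δ, and over all 1005 pairs that overlap it was 0.278 and 0.205. A small share of reads from the other strand may therefore contribute, and no test here separates it from a shared response.

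For tef102, the summed counts of tef101, tef102 and tef103 at 37°C were above wild-type by 5.76 and 5.38 on the log2 scale in lsd1-ΔHMG and set1Δ. Alone, tef101 had log2 fold changes of 5.89 and 5.69 and tef103 of 5.40 and 5.02, so the sum would be higher with or without tef102. Reads shared between these paralogs may contribute and cannot be told apart from a difference of tef102 itself.

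The clr4 mRNA was higher in lsd1-ΔHMG, with a log2 fold change of 1.58 at 30°C and 1.70 at 37°C. The lowest value over other scalings was 1.41, which argues against the scaling, and the highest of its neighbours was -0.18, which argues against shared reads. With the offsets for GC content and gene length it was 0.13 at 30°C and -0.15 at 37°C, so a GC or length bias may account for it.

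The paper shows lsd1-ΔHMG at heterochromatin in S2 Fig without naming the temperature. With region bounds of ASM294v2 on positions of ASM294v3, 36 of 72 features were tested. In lsd1-ΔHMG 17 were called at 30°C, 12 higher and 5 lower, and 22 at 37°C, 15 higher and 7 lower, with median log2 fold changes of 0.56 and 0.69. In set1Δ 25 were called at 30°C, 23 higher and 2 lower, and 14 at 37°C, all higher, with medians of 1.60 and 0.80. The median in lsd1-ΔHMG at 37°C was 0.40 without replicate 1 of wild-type at 37°C. In the mating-type region it was -0.060, and across fits that each left out 1 library it ran from -0.15 without replicate 2 of lsd1-ΔHMG to 0.11 without replicate 1, so it has no settled direction. At 37°C, tlh1 had 4.64 in lsd1-ΔHMG and 2.12 in set1Δ. With the offsets for GC content and gene length, chosen after the data were seen, it had 2.36 and 0.48, and was not called in set1Δ.

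The 131 ribosomal protein genes had median log2 fold changes of 0.73 in lsd1-ΔHMG and 0.77 in set1Δ at 30°C (camera adjusted p = 0.0083 and 0.030, limma). Over the alternatives the camera adjusted p ran from 0.00091 to 0.079 and from 0.00091 to 0.058, so neither passed under all of them. Under fry the adjusted p was 0.010 for both, and with an estimated correlation it was 0.93. With the offsets for GC content and gene length, chosen after the data were seen, these medians were 0.067 and 0.29. Without offsets the medians at 37°C were 0.29 and -0.10 (camera adjusted p = 0.195 and 0.187, limma).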
